# Methionine deficiency causes spermatogonial apoptosis via oxidative stress and DNA damage response pathway

**DOI:** 10.1186/s40659-025-00652-z

**Published:** 2025-11-12

**Authors:** Weiyong Wang, Yong Ruan, Gong Ting

**Keywords:** Methionine, Spermatogenesis, Apoptosis, DNA damage, Oxidative stress

## Abstract

Methionine serves as an essential amino acid regulating de novo protein synthesis and redox homeostasis. Previous studies have established adverse impacts of methionine restriction and deprivation on semen quality, but effects on early spermatogenesis remain poorly characterized. In this study, a methionine dietary model (0.86%, 0.17%, 0%) was used to investigate the role of methionine in early spermatogenesis. The results indicated that methionine deprivation caused spermatogenesis defects by inhibiting spermatogonial proliferation and increasing apoptosis. Further studies showed that methionine deprivation downregulated mitochondrial function-related genes (*Gpx4*, *Fis1* and *Gstm1*), but upregulated ISR- (*Atf4*, *Chac1* and *Ddit3*) and DNA damage response-related genes (*Cdkn1a*, *Chek2* and *Atm*). Meanwhile, methionine deprivation caused mitochondrial dysfunction characterized by mitochondrial membrane potential depolarization, ROS accumulation, and MitoSOX accumulation. Methionine deprivation also caused an obvious increase in DNA damage response proteins (γH2AX, p-CHK2 and p-p53) and pro-apoptotic proteins (PUMA, BAX and c-PARP1), but suppressed anti-apoptotic protein BCL2. Furthermore, NAC effectively reversed the proliferation deficiency of GC-1 cells caused by methionine deprivation. Collectively, these findings suggest that methionine deprivation triggers ISR activation, which subsequently induces spermatogonial apoptosis via oxidative stress and the CHK2-p53/p21 signaling cascade. This study highlights the critical role of methionine in early spermatogenesis, provides mechanistic insights for optimizing dietary interventions and addresses related reproductive disorders.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40659-025-00652-z.

## Introduction

Methionine is an essential amino acid, indispensable for vital cellular processes such as protein and DNA synthesis, antioxidant processes, and epigenetic modifications [1]. Methionine ingested from food is broken down and metabolized by the methionine cycle to maintain amino acid homeostasis in vivo [2]. Unbalanced methionine intake and insufficient absorption and metabolism can cause metabolic diseases, such as hypermethioninemia and methionine malabsorption syndrome [3, 4]. Furthermore, methionine synthesis defects caused by vitamin B12 deficiency can cause hyperhomocysteinemia, megaloblastic anemia, Alzheimer´s disease and involuntary movement [5]. In recent years, many studies have found that dietary methionine restriction plays a beneficial role in cancer treatment, lifespan extension and fertility improvement by reducing oxidative stress, inhibiting protein synthesis and inducing unique metabolic protection [6, 7]. However, the mechanisms are very complex and not yet fully understood.

In fact, as a common response pathway, amino acid deprivation could activate the downstream general control nonderepressible 2 (GCN2), which further phosphorylates eukaryotic translational initiation factor 2α (eIF2α) at Ser 51 [8]. The increased phosphorylation of eIF2α drives translation reprogramming, characterized by inhibition in global translation and increase in the selective translation of mRNA critical for cell survival and apoptosis, such as activating transcription factor 4 (ATF4), DNA-damage inducible transcript 3 (DDIT3) and fibroblast growth factor 21 (FGF21), to help cells to restore protein homeostasis under stress [9, 10]. In addition, amino acid deprivation can inhibit the mTOR pathway and further initiate autophagy and activate the integrated stress response to maintain cell survival. However, the methionine deprivation in QM7 cells and HEK293T cells causes a drastic decrease in translation but is independent of the GCN2-eIF2α signaling cascade [11, 12]. Further studies showed that the decrease in protein synthesis and activation in ATF4 and its target genes could be attributed to inhibition of mTOR-S6K1 signaling [12, 13]. In cancer cells, short-term rather than long-term methionine starvation promotes the transcription of cation transport regulator homolog 1 (CHAC1) to induce ferroptosis, which depends on glutathione depletion [14]. Further in-depth studies propose that methionine restriction or deprivation could activate the PKR-like endoplasmic reticulum kinase (PERK) and downstream eIF2α-NRF2 signal transduction via GSH-sensitive mechanism [15, 16]. Altogether, these studies above indicate that methionine restriction or deprivation results in multiple phenotypes by different molecular mechanisms.

The testis, as an indispensable reproductive organ in males, plays an important role in steroidogenesis and spermatogenesis [17]. The former mainly occurs in the Leydig cells, while the latter is mainly controlled by the orderly development of different stages of germ cells in the seminiferous epithelium [18, 19]. Spermatogenesis failure is associated with functional defects in Leydig cells, germ cells, or both, which are caused by genetic mutations, environmental pollution and an unbalanced diet [20]. Previous studies showed that methyl donor S-adenosyl-methionine (SAM) can increase the LH/hCG binding sites on rat Leydig cells to promote the production of cAMP and testosterone in vitro [21]. However, excessive methionine intake causes a decrease in the enzymatic activity of 3β-Hydroxysteroid Dehydrogenase and a loss of germ cells [22, 23], but the mice receiving a methionine-choline-deficient diet show normal testosterone synthesis ability and a complete blood-testis barrier [24]. Interestingly, Jason W. Locasale and his colleague have reported that lowering dietary methionine levels can reduce fertility, and in particular, a diet completely deprived of methionine results in significantly fewer offspring [25]. Further studies showed that methionine restriction or deprivation decreased the sperm count and adversely affected sperm motility [25]. These studies suggest that methionine intake is critical for male fertility maintenance. However, systematic research is still lacking on the effects of methionine restriction and deprivation during early spermatogenesis. Moreover, the specific mechanisms responsible for male fertility defects caused by insufficient or excessive methionine intake also need to be elucidated.

The effects of nutrition on animal production and human health and longevity will continue to be one of the most important issues facing society in the future. Amino acid dietary restrictions (such as methionine) showed active contribution to disease prevention and intervention as well as life-span extension, but the negative effects on weight, bone development, reproduction and other health issues cannot be ignored [26–28]. Here, the in vivo dietary manipulation (methionine restriction/deprivation) in immature mice and in vitro cell experiments were used to explore the contribution of methionine to early testicular development.

##  Materials and methods

### Animals

All C57BL/6J male mice at postnatal days (PD)25 were purchased from Guizhou Medical Laboratory Animal Center and then housed in an individual ventilated cage with a suitable temperature (22 ± 1 °C), humidity (50–70%), and a 12/12 h light/dark cycle. To achieve methionine restriction or deprivation in mice, we designed and produced three types of model feed with different methionine contents: 0.86% (normal control group, Met^+^), 0.17% (methionine restriction, MR), and 0% (methionine deprivation, Met^−^). The detailed feed formula and the nutritional levels were shown in Supplementary Table 1. It is notable that the diets were isocaloric and sulfur amino acid compensation was ensured. Subsequently, 18 25-day-old male mice (9 ~ 12 g) were randomly divided into three groups using the blind method and fed with the model feed for 14 days, each group containing 6 mice. After this, all mice at PD40 were anesthetized by intraperitoneal injection of 400 mg/kg of tribromoethanol (MA0478, Meilunbio, China), and then euthanasia was performed by cervical dislocation. Finally, the testes were collected via a surgical procedure by an independent researcher who was unaware of the experimental group. All animal protocols were approved by the Institutional Animal Care and Use Committee of Guizhou University.

**Table 1:** Methionine model feed formulation

L-AA Defined AlN-93G	Methionine: 0.86%		Methionine: 0.17%		Methionine: 0%	
Ingredient	g/kg	kcal	g/kg	kcal	g/kg	kcal
L-Arginine	6.3	25.2	6.3	25.2	6.3	25.2
L-Histidine	4.5	18	4.5	18	4.5	18
L-Lysine HCl	16.1	64.4	16.1	64.4	16.1	64.4
L-Tyrosine	9.2	36.8	9.2	36.8	9.2	36.8
L-Tryptophan	2.1	8.4	2.1	8.4	2.1	8.4
L-Phenylalanine	8.7	34.8	8.7	34.8	8.7	34.8
**L-Methionine**	**8.6**	**34.4**	**1.7**	**6.8**	**0**	**0**
L-Cystine	3.7	14.8	3.7	14.8	3.7	14.8
L-Threonine	6.6	26.4	6.6	26.4	6.6	26.4
L-Leucine	15.3	61.2	15.3	61.2	15.3	61.2
L-lsoleucine	8.4	33.6	8.4	33.6	8.4	33.6
L-Valine	9.9	39.6	9.9	39.6	9.9	39.6
Glycine	3.1	12.4	3.1	12.4	3.1	12.4
L-Proline	20.4	81.6	20.4	81.6	20.4	81.6
L-Glutamic Acid	36.2	144.8	36.2	144.8	36.2	144.8
L-Alanine	4.5	18	4.5	18	4.5	18
L-Aspartic Acid	17.3	45.2	17.3	45.2	17.3	45.2
L-Serine	9.4	37.6	9.4	37.6	9.4	37.6
**Total L-Amino Acid**	**184.3**	**737.2**	**184.3**	**709.6**	**184.3**	**702.8**
Cornstarch	395.8	1583.2	402.7	1610.8	404.4	1617.6
Maltodextrin10	145	580	145	580	145	580
Sucrose	100	400	100	400	100	400
Cellulose	50	0	50	0	50	0
Soybean Oil	70	630	70	630	70	630
Choline Chloride	2.5	0	2.5	0	2.5	0
Mineral Mix S10022G	35	0	35	0	35	0
Vitamin Mix V10037	10	40	10	40	10	40
Sodium Bicarbonate	7.4	0	7.4	0	7.4	0
FD&C Red Dye #40	0	0	0.05	0	0	0
FD&C Yellow Dye #5	0	0	0	0	0.05	0
FD&C Blue Dye #1	0	0	0	0	0	0
**Total**	**1000**	**3970.4**	**1000**	**3970.4**	**1000**	**3970.4**

### Histomorphological analysis

The testes and epididymides of mice were surgically separated and fixed in 4% paraformaldehyde for 24 h at 4 °C. Subsequently, the testes and epididymides were dehydrated in graded alcohols, cleared in xylene, embedded in paraffin, and sectioned into 5-µm-thick slices. These tissue sections were stained with Hematoxylin and Eosin, and then the images were captured using an upright microscope.

### Immunofluorescence staining

Testicular sections underwent dewaxing and rehydration in xylene and graded alcohols, respectively. Next, these sections were immersed in sodium citrate buffer (pH = 6.0) for antigen retrieval at high temperatures. To block non-specific binding, the sections were exposed to 5% bovine serum albumin (BSA) for 1 h at room temperature, then incubated with primary antibodies at 4℃ overnight. After three washes with PBS, these sections were treated with secondary antibodies conjugated with Alexa Fluor 488, 594, or 647 at 37℃ for 1 h. Finally, the nucleus was counterstained by 4,6-diamidino-2-phenylindole (DAPI), and the images were captured with a confocal microscope.

### In vivo BTB integrity analysis

The in vivo BTB integrity analysis was performed as previously described [29]. Briefly, the anesthetized mice received an intratesticular injection of 20 µL of biotin (10 mg/mL) dissolved in phosphate-buffered solution containing 1 mM CaCl_2_. After 30 min, the testes were excised and underwent fixation, sucrose sedimentation, and optimal cutting temperature (OCT)-embedding to prepare 5 μm-thick sections using a cryostat. Finally, these sections were fixed using pre-cooled − 80 °C methanol for 30 min and followed by incubation with FITC-labeled streptavidin solution for 1 h at room temperature. The cell nuclei were visualized with DAPI.

### TUNEL staining

Testicular cell apoptosis was detected using TUNEL staining. Specifically, the dewaxed and rehydrated sections were permeabilized with proteinase K for 30 min. After three washes, the sections were incubated with a TUNEL reaction mixture for 1 h at 37℃ in the dark. Finally, the nucleus was counterstained by DAPI, and the images were captured with a confocal microscope.

### Cell culture and treatment

The GC-1 cells were cultured and maintained in the DMEM medium supplemented with 10% fetal bovine serum (FBS) and 100 IU penicillin and streptomycin. After the cells adhered to the wall, the methionine-deprived groups were cultured in the methionine-free DMEM (C0891, Beyotime) supplemented with glutamine and 10% dialyzed serum. In contrast, the cell culture medium of the control groups was supplemented with glutamine, L-methionine and 10% dialyzed serum.

### RNA sequencing

The GC-1 cells underwent methionine deprivation and the mRNA libraries were submitted to the Illumina HiSeq 4000 platform for sequencing. The raw data contains reads of low quality, reads with adaptor sequences and reads with high levels of N base were filtered by Cutadapt (v1.9) to obtain clean reads, and then aligned with the reference genes GRCm39 using HISAT2 (v2.0.4). Finally, the FPKM (fragments per kilobase of exon model per million mapped fragments) was calculated and standardized. Gene expression differences were evaluated using the DESeq2 package in R, with candidate genes defined as those exhibiting a q-value ≤ 0.05 and a log2 fold change ≥ 1.

### RNA extraction and RT-qPCR

Total RNA was extracted from the tests using Trizol reagent, and the RNA concentration and purity were detected using NanoDrop 2000. Subsequently, 2000 ng of RNA was used to generate the cDNA using a Reverse Transcription Kit, and the quantitative real-time polymerase chain reaction (RT-qPCR) was performed to quantify mRNA levels. The *Actb* (β-actin) was selected as an internal control to normalize the RT-qPCR data, and relative mRNA expression was calculated by the 2^−∆∆Ct^ method. All the primer sequences for RT-qPCR were listed in Table S1.

### Western blot analysis

Total protein was extracted from the testis using RIPA with PMSF and protease inhibitor cocktail. 20 µg of denatured protein samples were separated by the SurePAGE™ (10%, GenScript) and transferred to PVDF membranes. The membranes were blocked in TBST with 5%BSA at room temperature for 1 h before incubating with primary antibodies overnight at 4℃. After three washes with PBST, the membranes were treated with secondary antibodies for 1 h. Finally, the bands were visualized in the Tanon 5200 imaging system with ECL chromogenic solutions. The grayscale values of these bands were quantified using ImageJ software within the linear range of detection and then normalized by GAPDH and α-tubulin. All antibody information is available in Table S2.

### Mitochondrial membrane potential assay

The GC-1 cells were cultured in a 4-chamber glass-bottom dish and underwent methionine deprivation treatment. Then, the cells were incubated with 2 µmol/L JC-1 (MT09, DOJINDO) in DMEM medium for 30 min at 37℃, and subsequently washed using Hanks balanced salt solution (HBSS) twice. Finally, the Imaging Buffer Solution was added and submitted to an LSM 800 confocal microscope to capture images.

### Reactive oxygen species and mitochondrial superoxide detection

The reactive oxygen species (ROS) levels were detected using a ROS assay kit -highly sensitive DCFH-DA (R253, DOJINDO) according to the protocols. In brief, the cultured cells were treated with DCFH-DA in loading buffer solution at 37℃ for 30 min, then washed using HBSS twice and submitted to an LSM 800 confocal microscope to capture images. Mitochondrial superoxide (MitoSOX) was detected using the Mitochondrial Superoxide indicator (RM02822, Abclonal), and the detection procedure was carried out following the previously established procedures [30].

### Intracellular ferrous ion detection

The intracellular ferrous ion levels were detected using the FerroOrange indicator (F374, DOJINDO) according to the protocols. In brief, the cultured cells were firstly washed three times using HBSS and then treated with 2 µmol/L FerroOrange at 37℃ for 30 min. After these, the cells were directly submitted to an LSM 800 confocal microscope to capture images.

### Lipid peroxidation detection

The lipid peroxidation was detected using Lipid peroxidation probe-BDP 581/591 C11 (L267, DOJINDO) according to the protocols. In brief, the cultured cells were firstly washed twice using DMEM medium and then treated with BDP 581/591 C11 working solution at 37℃ for 30 min. Finally, the cells were washed twice using HBSS and submitted to an LSM 800 confocal microscope to capture images.

### Statistical analysis

All experiments were repeated at least three times and the experimental data were displayed as mean ± standard deviation (SD). A two-sided Student’s t‐test was used to determine *p*‐values for two groups, while one-way ANOVA followed by a Tukey’s post-hoc test was used for three or more groups. The data were visualized with GraphPad Prism. Differences were considered significant at *p* < 0.05 (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

## Results

### Methionine deprivation but not methionine restriction blocks spermatogenesis in mice

To evaluate the effects of the methionine dietary restrictions on early testicular development, we subjected mice to methionine restriction and deprivation (Fig. 1A). The results showed that the body size and weight, testicular size and weight of the mice in the methionine restriction group were not significantly different from those in the control group (Fig. 1B-F and Table S3). However, the body size and weight, testicular size and weight of the mice in the methionine deprivation group showed a significant reduction compared with those of the mice in the control group (Fig. 1B-F and Table S3). Further, HE staining revealed that there was no significant difference in morphology between control and methionine restriction groups, while the testis in the methionine deprivation group showed histopathological alterations and spermatogenesis defects, including decreased diameter in seminiferous tubules, large-area closed seminiferous tubules and delayed spermatogenesis (Fig. 1G and H). Consistent with these findings, HE and PNA staining both showed that a certain number of sperm were observed in the caput epididymis of mice in the control and methionine restriction groups, but almost none were observed in the caput epididymis of mice in the methionine deprivation group (Fig. 1I and J). Furthermore, no sperm were observed in the cauda epididymis of all mice in all groups (Fig. 1J and Figure S1), probably because the mice had just reached puberty [31, 32].

**Fig. 1:**
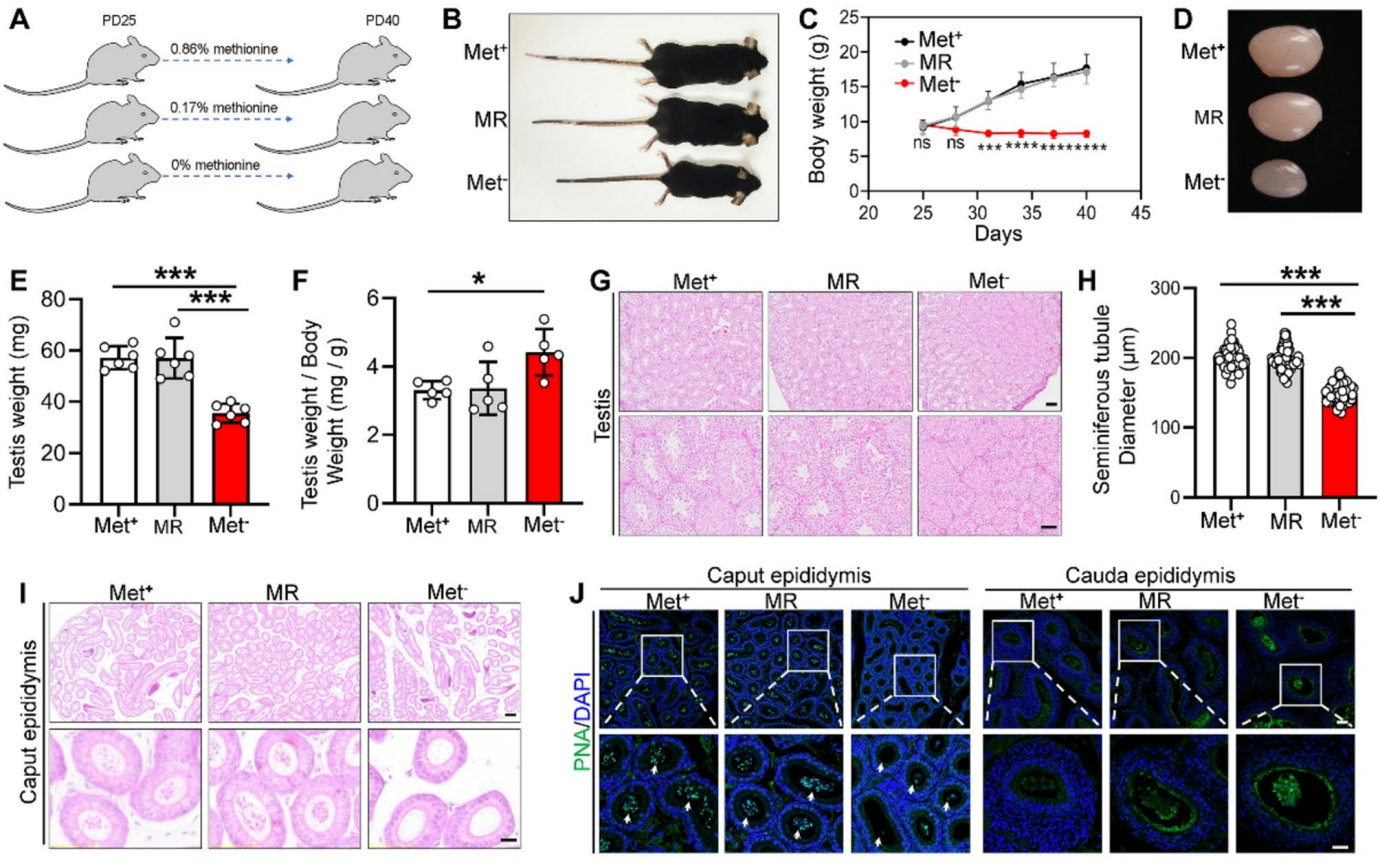
Methionine deprivation leads to spermatogenesis defects. **A** Schematic diagram of the methionine diet control model. **B** Representative images of mice undergoing a methionine diet control at PD40, *n* = 6. **C** Time-dependent changes in mouse body weight from PD25 to PD40, *n* = 6. **D** Representative images of the testes undergoing the methionine diet control at PD40. **E** Testis weight (*n* = 6) and index (*n* = 5) in Met^+^, MR and Met^−^ mice. **G** HE staining of testis from Met^+^, MR and Met^−^ mice. **H** The seminiferous tubule diameter in Met^+^ (68 seminiferous tubules from 3 mice), MR (78 seminiferous tubules from 3 mice) and Met^−^ (73 seminiferous tubules from 3 mice) mice. **I** HE staining of the caput epididymis from Met^+^, MR and Met^−^ mice. **J** Immunofluorescence staining of PNA in the caput epididymis and cauda epididymis from Met^+^, MR and Met^−^ mice. Cell nuclei were visualized using DAPI. Bars indicate the mean ± SD. A two-sided Student’s t‐test was used to determine *p*‐values for two groups, while one-way ANOVA followed by a Tukey’s post-hoc test was used for three or more groups. (*p < 0.05 and ***p < 0.001). Scale bar = 100 μm

### Methionine deprivation downregulates the expression of partial steroidogenic enzymes

Given the previously reported differential effects of methionine deprivation on Leydig cells, we performed immunofluorescence staining and Western blot analysis on the steroidogenic enzymes. The results showed that the protein levels of Steroidogenic acute regulatory protein (StAR) and 3 beta-hydroxysteroid dehydrogenases (3β-HSD) were significantly decreased in the mouse testis in the methionine deprivation group compared with the control group (Fig. 2A-E). However, the 17β-HSD and cytochrome P450, family 17, subfamily a, polypeptide 1(CYP17A1) did not show differential expression in the mouse testes with methionine deprivation compared with the control group (Fig. 2A-E).

**Fig. 2:**
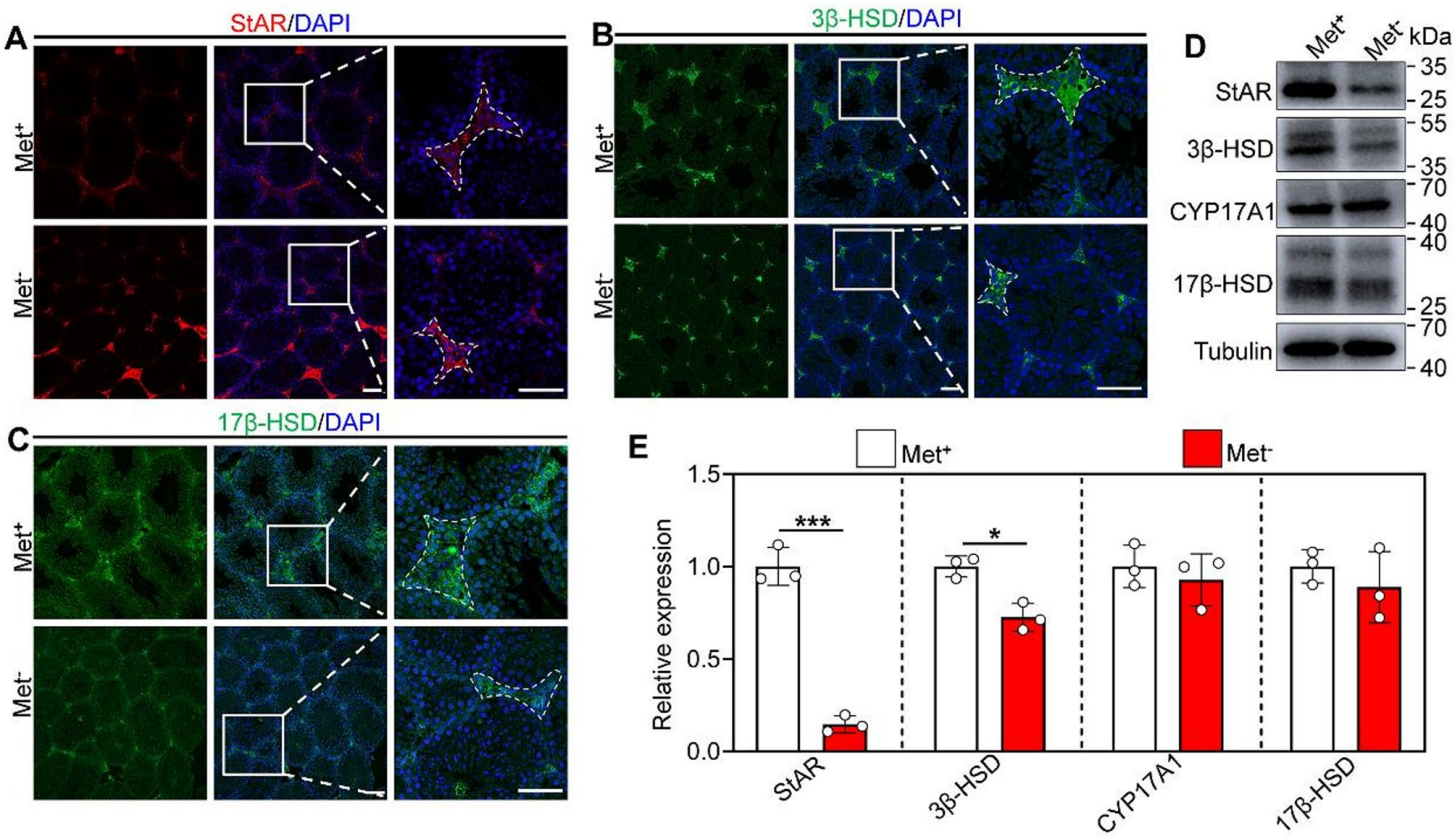
Methionine deprivation impairs steroidogenesis. **A**, **B**, **C** Immunofluorescence staining of StAR, 3β-HSD and 17β-HSD in testis from Met^+^, MR and Met^−^ mice. Cell nuclei were visualized using DAPI. (D, E) Western blot analysis of StAR, 3β-HSD, 17β-HSD and CYP17A1 protein levels in testis from Met^+^ and Met^−^ mice, *n* = 3. Bars indicate the mean ± SD. A two-sided Student’s t‐test was used to determine *p*‐values. (*p < 0.05 and ***p < 0.001). Scale bar = 100 μm

### Methionine deprivation does not affect the function of Sertoli cells

Sertoli cells play a critical role in the development and fate maintenance of Germ cells; thus, we systematically evaluated the function of Sertoli cells in mouse testes with methionine deprivation. Immunofluorescence staining and cell count showed that the SOX9-positive cells did not decrease in mouse testes with methionine deprivation compared with the control groups (Fig. 3A and B). Consistent with this finding, the protein levels of SOX9 in the testis showed no significant difference between the methionine-deprived and control group (Fig. 3C). Furthermore, the immunofluorescence staining of tight junction proteins (ZO1 and Claudin 11), basal ectoplasmic specializations protein complex (β-catenin and N-cadherin), gap junction protein (CX43), and intermediate filament cytoskeleton protein (Vimentin) showed similar expression levels and distribution pattern between the methionine deprivation and control group (Fig. 3D-G). The intratesticular injection of Biotin (a bio-tracer) was blocked outside of the seminiferous tubules in the methionine deprivation and the control group (Fig. 3H). These findings suggest that the integrity of the blood-testis barrier (BTB) was almost unaffected in mouse testes with methionine deprivation.

**Fig. 3:**
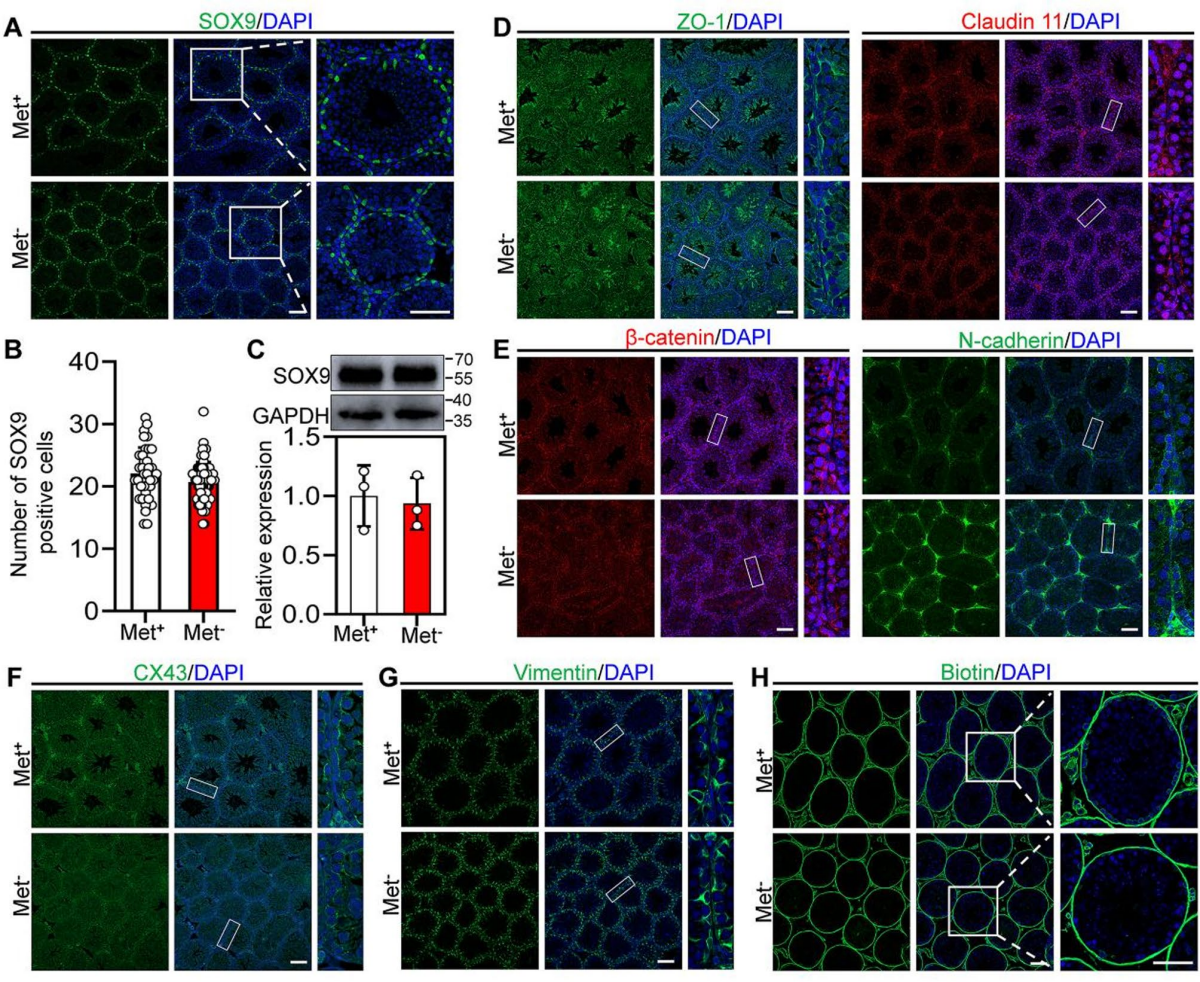
Methionine deprivation does not affect the integrity of the blood-testis barrier. **A** Immunofluorescence staining of SOX9 in testis from Met^+^ and Met^−^ mice. **B** Counting of SOX9 positive cells in testis from Met^+^ (38 seminiferous tubules from 3 mice) and Met^−^ (60 seminiferous tubules from 3 mice) mice. **C** Western blot analysis of SOX9 protein levels in testis from Met^+^ and Met^−^ mice, *n* = 3. **D**, **E**, **F**, **G** Immunofluorescence staining of ZO-1, Claudin 11, β-catenin, N-cadherin, CX43 and Vimentin in testis from Met^+^, MR and Met^−^ mice. (H) Integrity testing of the blood-testis barrier by intratesticular Biotin injection. Bars indicate the mean ± SD. A two-sided Student’s t‐test was used to determine *p*‐values. Scale bar = 100 μm

### Methionine deprivation caused a decrease in the number of mouse germ cells

Considering the spermatogenesis impairment of mice in the methionine deprivation group, we performed immunofluorescence staining for spermatogenic cells at different stages. Immunofluorescence staining and counting showed that methionine deprivation led to a significant decrease in the number of c-KIT (a marker of spermatogonia)-positive cells per seminiferous tubule compared to the control group (Fig. 4A and S2A). Consistent with this, the number of SYCP3 (a marker of meiotic chromosome axis)-, TRA98 (a marker of germ cell)-, DDX4 (a marker of germ cell)- and PNA (a marker of acrosome)-positive cells in the testis with methionine deprivation showed a significant decrease relative to control groups (Fig. 4B-D and S2B-E). Western blot analysis also showed the protein levels of c-KIT, SYCP3 and DDX4 were downregulated in the testes with methionine deprivation (Fig. 4E). Further immunofluorescence staining and counting showed the Ki-67 (a marker of cell proliferation)-positive cells was significantly decreased in the testis with methionine deprivation compared with control groups, while the number of γH2AX (a marker of DNA double-strand break)-, TUNEL (a marker of apoptosis)- and c-PARP1 (a marker of apoptosis)-positive cells showed a significant increase (Fig. 4F-H and S2F-J). Furthermore, the co-staining results of c-KIT and Lamin B1 revealed that methionine deprivation caused a reduction in fluorescence intensity of Lamin B1 and loss of nuclear membrane in spermatogonia, further suggesting that these spermatogonia with methionine deprivation undergo apoptosis (Figure S2K). These findings indicate that methionine deprivation inhibits the proliferation of spermatogonia and promotes apoptosis in prepubertal mice, ultimately leading to defects in spermatogenesis.

**Fig. 4:**
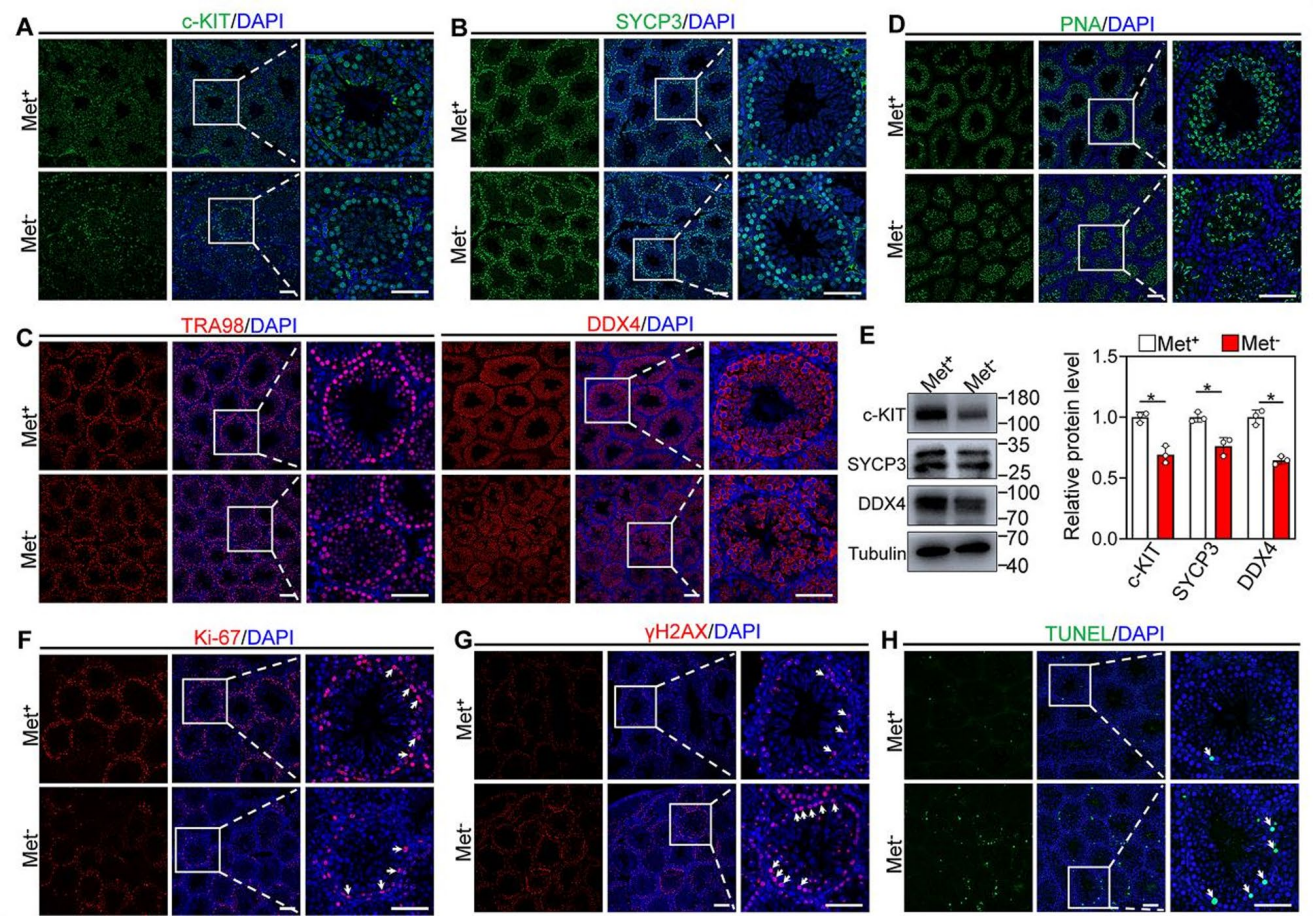
Methionine deprivation inhibits germ cell proliferation and leads to apoptosis. **A**, **B**, **C**, **D** Immunofluorescence staining of c-KIT, SYCP3, TRA98, DDX4 and PNA in testis from Met^+^ and Met^−^ mice. **E** Western blot analysis of c-KIT, SYCP3 and DDX4 protein levels in testis from Met^+^ and Met^−^ mice, *n* = 3. **F**, **G** Immunofluorescence staining of Ki-67 and γH2AX in testis from Met^+^ and Met^−^ mice. **H** Representative images of apoptosis analyzed by TUNEL staining in the testis from Met^+^ and Met^−^ mice. Bars indicate the mean ± SD. A two-sided Student’s t‐test was used to determine *p*‐values. (*p < 0.05). Scale bar = 100 μm

### Methionine deprivation disturbs transcriptome homeostasis in GC-1 cells

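RNA from GC-1 cells, an immortalized mouse line with features of type B spermatogonia, was sequenced from 3 cultures kept in methionine-free medium with dialyzed serum (Met-) and 3 control cultures whose medium of the same kind held methionine (Met+). The authors filtered the reads, aligned them to GRCm39 and deposited one FPKM value (fragments per kilobase of exon model, scaled to the mapped fragments) per gene and culture, for 12486 genes. The values carry no read counts, and since they are listed to 2 decimals the worth of a single read could not be resolved, so the depth of each library is unknown and no counting interval is given. The FPKM summed over the listed genes to 1084590, 939031 and 953268 in Met+ replicates 1, 2 and 3, and to 789919, 886931 and 770613 in Met- replicates 1, 2 and 3. The median gene had an FPKM of 6.90 ± 0.366 (SD, n = 3 cultures) in Met+ and 10.7 ± 0.335 (SD, n = 3) in Met- cells. The 200 genes with the highest mean took 67.2% ± 2.24 of the summed FPKM in Met+ and 51.3% ± 2.36 in Met- cells (SD, n = 3 each). The FPKM were not rescaled. Met- and Met+ cultures were compared with limma on log2(FPKM + 1) over the 10674 genes with a mean FPKM of at least 1, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low FPKM. The cultures of both groups are numbered 1 to 3. Across genes, which are not independent replicates, the deviations of same-numbered cultures from their group means correlated at -0.61 for number 1, -0.57 for number 2 and 0.41 for number 3. Same-numbered cultures thus deviated together only for number 3, and the fit with the replicate number as a block is given beside the fit without it.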

To elucidate why germ cells in the testis are more sensitive to apoptosis under dietary methionine deprivation, we performed RNA-seq of GC-1 cells exposed to a methionine-free culture medium. The results showed that a total of 3732 transcripts (including 1922 upregulated and 1810 downregulated transcripts) were differentially expressed in the Met^−^ GC-1 cells compared with the control group (Fig. 5A). 

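In Met- against Met+ GC-1 cells, 3225 of the 10674 tested genes had an adjusted p of at most 0.05 from limma and an absolute log2 fold change of at least 1, of which 2786 were higher (86.4%) and 439 lower. The median log2 fold change of all tested genes was 0.49. With the log2 values quantile normalized, which moved that median to 0.0088, 1078 genes were higher (50.2%) and 1070 lower, and with each library scaled by the median ratio to the geometric mean of the libraries 1118 were higher (47.7%) and 1227 lower. Quantile normalization gave 2148 genes in all. Leaving out the minimum fold change moved the total most, to 7753 genes. With the replicate number as a block, 2785 genes were higher and 439 lower, 3224 in all. With each library left out in turn, the total lay between 3142 and 3371 genes. The 3 Met- cultures all lay on one side of the 3 Met+ cultures for 74.9% of the tested genes, where chance gives 10%. That share comes from the values without rescaling, so the shift of 0.49 in the median adds to it, and it was not computed with other scalings. In the authors' deposited table, 1911 genes pass the same limits as higher and 1799 as lower. Of the calls in the authors' deposited table, those of the same direction include 1422 of the 2786 higher genes and 414 of the 439 lower genes found here, and 0 are called in the opposite direction. With quantile normalization they include 1021 of the 1078 higher genes and 1008 of the 1070 lower genes, so the overlap of higher genes depended on the scaling.

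**Figure D1:**
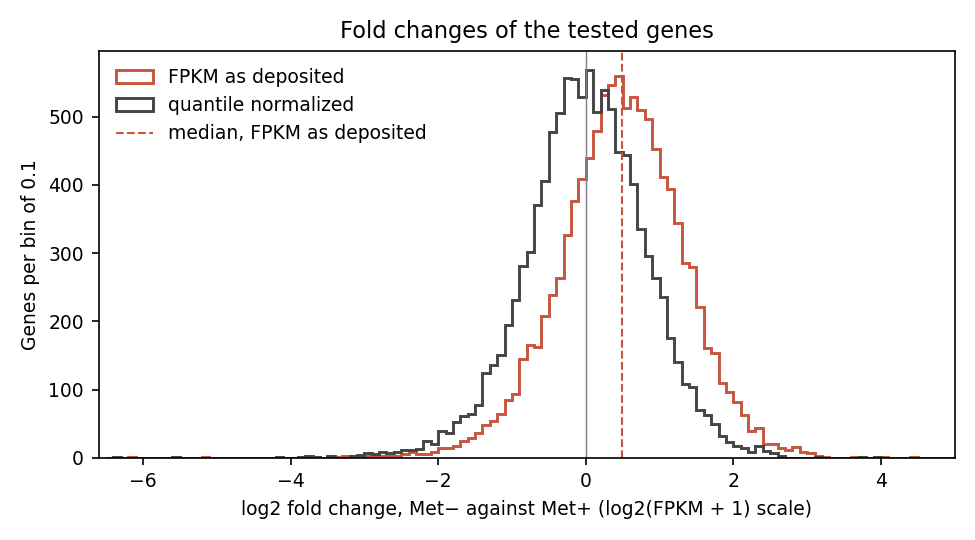
Number of tested genes per bin of log2 fold change, Met- against Met+ (x axis, log2(FPKM + 1) scale), from the FPKM as deposited (red) and after quantile normalization (dark grey); the dashed line is the median of the first. The distribution from the deposited values is centred at 0.49, and that after quantile normalization at 0.0088.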

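The RNA-seq values of 5 transcripts, Atf4, Chac1, Ddit3, Gpx4 and Brca1, are given as mean FPKM ± SD over 3 cultures per group, with gene positions from GENCODE vM39 on GRCm39. Atf4 (chromosome 15 from 80139372 to 80141745) had an FPKM of 178 ± 22.6 in Met+ and 632 ± 43.1 in Met- cells. Atf4 had a log2 fold change of 1.83 (standard error 0.12, adjusted p = 6.16e-06 from limma). Chac1 (chromosome 2 from 119180757 to 119184866) had an FPKM of 211 ± 4.50 in Met+ and 1012 ± 48.3 in Met- cells. Chac1 had a log2 fold change of 2.25 (standard error 0.093, adjusted p = 1.79e-06 from limma). Brca1 (chromosome 11 from 101379577 to 101442781) had an FPKM of 7.82 ± 0.394 in Met+ and 43.2 ± 4.95 in Met- cells. Brca1 had a log2 fold change of 2.32 (standard error 0.11, adjusted p = 2.16e-06 from limma). Gpx4 (chromosome 10 from 79883000 to 79892273) had an FPKM of 931 ± 160.0 in Met+ and 320.2 ± 42.5 in Met- cells. Gpx4 had a log2 fold change of -1.53 (standard error 0.15, adjusted p = 4.46e-05 from limma). Ddit3 (chromosome 10 from 127124268 to 127132163) had an FPKM of 1050.0 ± 194 in Met+ and 499 ± 115 in Met- cells. Ddit3 had a log2 fold change of -1.08 (standard error 0.19, adjusted p = 0.00102 from limma). Relative to the median log2 fold change of all tested genes, 0.49, Ddit3 changed by -1.57 and Atf4 by 1.34. For each of the 5 genes the 3 Met- cultures lay on one side of the 3 Met+ cultures (exact two-sided permutation test per gene, p = 0.1, the smallest p that 3 cultures against 3 allow). Ddit3 was the only one of the 5 genes to move across the limit of 1 in any setting tried, with a log2 fold change of -0.77 after quantile normalization and -0.81 after correction for transcript length and GC content. With the replicate number as a block, the log2 fold change of Ddit3 was -1.08 (adjusted p = 0.00222 from limma) and that of Atf4 1.83 (adjusted p = 6.65e-05 from limma). Under the same block, the adjusted p from limma was 3.50e-05 for Chac1, 3.50e-05 for Brca1 and 2.54e-04 for Gpx4, with fold changes as without it. Gpx4 shares 39.0% of the 31-base words of its annotated transcripts with transcripts of other genes, pseudogenes among them, so its value is uncertain where the authors' counting could have split reads between them.

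**Figure D2:**
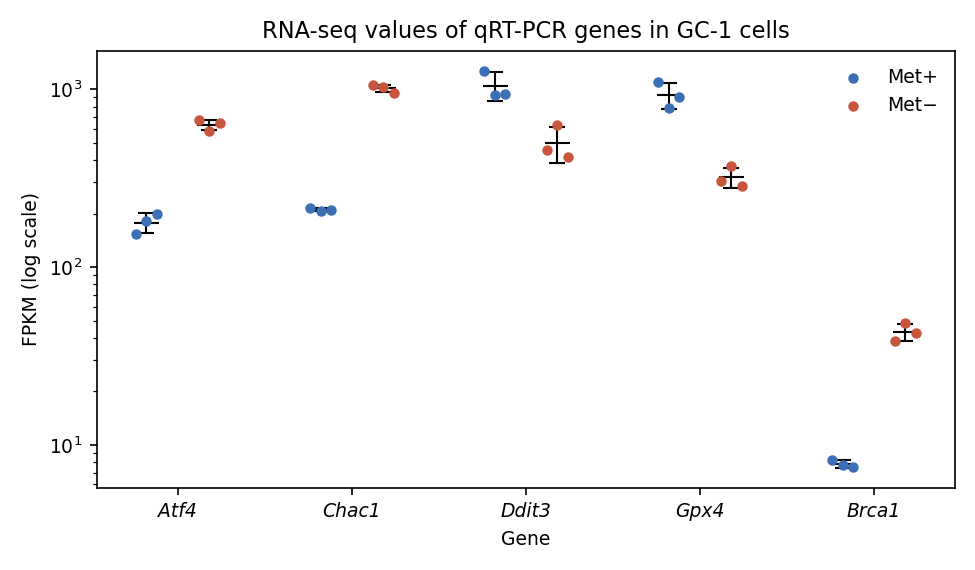
FPKM (y axis, log scale) of the 5 genes (x axis) in each Met+ (blue) and Met- (red) culture; bars are the mean and SD of 3 cultures. Atf4, Chac1 and Brca1 are higher in all 3 Met- cultures, and Ddit3 and Gpx4 lower.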

Some representative transcripts selected from RNA-seq data were verified by qRT-PCR (Fig. 5B). KEGG enrichment analysis showed that differentially expressed genes were involved in biological processes such as the Fanconi anemia pathway, cell cycle, ferroptosis, and glutathione metabolism (Fig. 5C). 

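Lists of genes written from symbols for the named processes were followed in place of the KEGG terms. Limma camera tested whether each list changed relative to the other tested genes, with adjustment over 17 gene sets. Of these sets 12 passed, but groupings that mix Met- and Met+ libraries gave up to 14. A pass in limma camera therefore does not by itself set the real grouping apart. The list of the Fanconi anemia pathway (50 genes tested) had a median log2 fold change of 1.09, or 0.60 relative to all genes (adjusted p = 6.44e-06 from limma camera), and 48 of its genes were higher in Met- cells. The cell cycle list (116 genes tested) had a median log2 fold change of 0.72, or 0.23 relative to all genes, which did not pass the threshold (adjusted p = 0.156 from limma camera). The ferroptosis list (37 genes tested) had a median log2 fold change of 0.12, or -0.37 relative to all genes (adjusted p = 0.0214 from limma camera), with 20 genes higher and 17 lower. The glutathione metabolism list (37 genes tested) had a median log2 fold change of -0.038, or -0.53 relative to all genes (adjusted p = 0.00709 from limma camera), with 18 genes higher and 19 lower. Past the limits on adjusted p and fold change of single genes were 31 higher and 0 lower Fanconi anemia genes, 35 higher and 3 lower cell cycle genes, 5 higher and 6 lower ferroptosis genes, and 9 higher and 6 lower glutathione metabolism genes. Under quantile normalization the ferroptosis list (adjusted p = 0.156 from limma camera) and the glutathione metabolism list (adjusted p = 0.171 from limma camera) no longer passed. With the replicate number as a block, the adjusted p from limma camera was 6.03e-06 for Fanconi anemia, 0.143 for cell cycle, 0.0237 for ferroptosis and 0.00623 for glutathione metabolism.

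**Figure D3:**
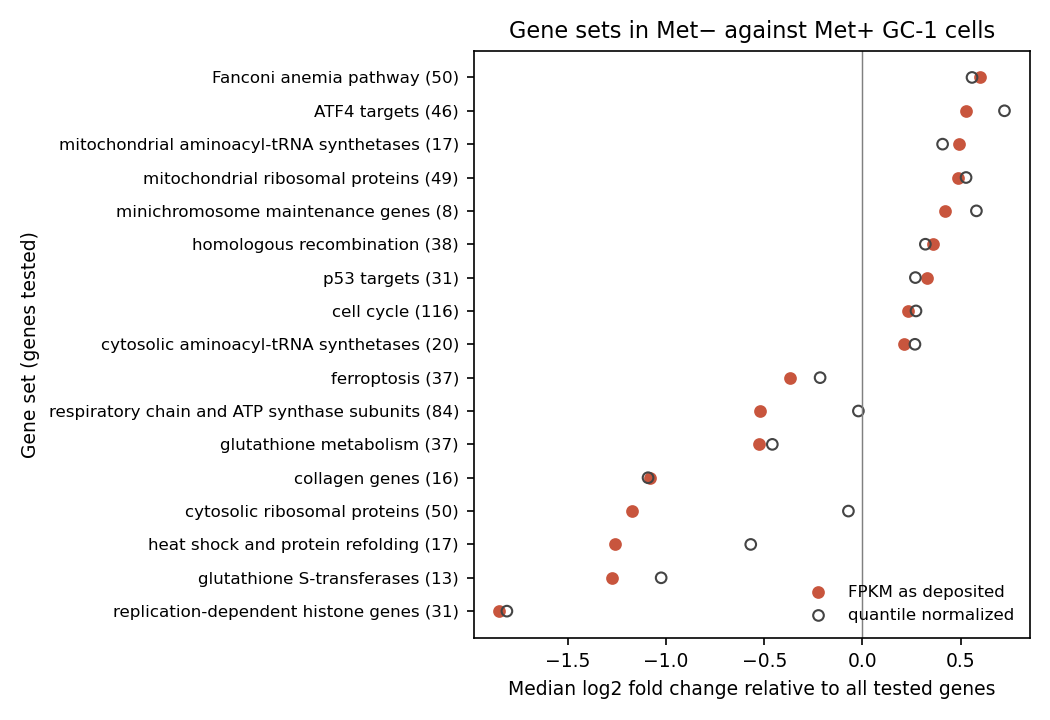
Median log2 fold change of each gene set relative to all tested genes (x axis), Met- against Met+, from the FPKM as deposited (filled) and after quantile normalization (open); the number of genes tested is in parentheses. The ferroptosis list moves from -0.37 to -0.22 and the Fanconi anemia list from 0.60 to 0.56.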

Further, we performed GO analysis of downregulated genes and upregulated genes, respectively. The results showed that the downregulated genes mainly participate in the electron transmission chain and mitochondrial function, cytoplasmic translation, protein refolding and glutathione transferase activity (Fig. 5D and F), while the upregulated genes were involved in integrated stress response, DNA damage response and repair, DNA metabolic process and methylation (Fig. 5E and G). 

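The genes shown in Fig. 5F and 5G were chosen by the paper from its results on these libraries, so the direction of each list is given by that choice. Of the 44 genes shown for the electron transport chain and mitochondria, 41 had a mean FPKM of at least 1, and 41 of these were lower in Met- cells. An adjusted p of at most 0.05 from limma was reached by 35 of them over all tested genes and by 37 over the list alone, and 17 also had an absolute log2 fold change of at least 1. Their median log2 fold change was -0.85. Of the 20 genes shown for the ribosome and translation, 18 had a mean FPKM of at least 1, and 18 of these were lower in Met- cells. An adjusted p of at most 0.05 from limma was reached by 18 of them over all tested genes and by 18 over the list alone, and 9 also had an absolute log2 fold change of at least 1. The median was -1.02. Several genes of this list share most of the sequence words of their annotated transcripts, as counted for Gpx4, with other genes. The shares are 100% for Rps6-ps4 and Rpl32l, 99.8% for Rpl17-ps8, 93.3% for Rpl17-ps10, 93.0% for Rps27rt, 89.9% for Rpl13-ps6 and 85.2% for Rpl31-ps12. The other tested genes share 4.24% (Rpl22) to 48.7% (Rpl37rt). Values of the genes with the largest shares are uncertain, so the 18 falls may not be independent of each other. Of the 30 genes shown for the integrated stress response, 30 had a mean FPKM of at least 1, and 30 of these were higher in Met- cells. An adjusted p of at most 0.05 from limma was reached by 30 of them over all tested genes and by 30 over the list alone, and 29 also had an absolute log2 fold change of at least 1. The median was 1.69. Of the 35 genes shown for the DNA damage response, 35 had a mean FPKM of at least 1, and 35 of these were higher in Met- cells. An adjusted p of at most 0.05 from limma was reached by 35 of them over all tested genes and by 35 over the list alone, and 35 also had an absolute log2 fold change of at least 1. The median was 1.75. In the lists other than that of the ribosome, Ndufb4c shares 100% of such words, Gstp-ps 78.9% and Pagr1a 76.1%, so their values are uncertain as well. After quantile normalization 28, 10, 24 and 27 genes of the 4 lists, in the same order, passed both limits. After correction for transcript length and GC content 3 genes of the ribosome and translation list did, and with the replicate number as a block the 4 counts were 17, 9, 29 and 35. Whole gene families were followed beside these lists. The cytosolic ribosomal proteins (50 genes tested) had a median log2 fold change of -0.68, or -1.17 relative to all genes (adjusted p = 1.66e-19 from limma camera; adjusted p = 4.13e-18 with the replicate block). Of these, 47 were lower, whereas after quantile normalization their median relative to all genes was -0.071 (adjusted p = 0.202 from limma camera). The heat shock and protein refolding list (17 genes tested) had a median log2 fold change of -0.77, or -1.26 relative to all genes (adjusted p = 1.82e-08 from limma camera; adjusted p = 1.73e-08 with the replicate block). The glutathione S-transferases (13 genes tested) had a median log2 fold change of -0.79, or -1.28 relative to all genes (adjusted p = 1.10e-05 from limma camera; adjusted p = 6.91e-06 with the replicate block).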

Overall, the transcriptomic results reveal two critical insights. 

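The respiratory chain and ATP synthase subunits (84 genes tested) had a median log2 fold change of -0.032, or -0.52 relative to all genes, with 40 genes higher and 44 lower (adjusted p = 1.10e-05 from limma camera; adjusted p = 1.10e-05 with the replicate block). Of these subunits, 3 were called higher and 5 lower, and after quantile normalization the median relative to all genes was -0.021 (adjusted p = 0.466 from limma camera). The list of ATF4 targets (46 genes tested) had a median log2 fold change of 1.02, or 0.53 relative to all genes (adjusted p = 0.00709 from limma camera; adjusted p = 0.00722 with the replicate block). In this list 40 genes were higher, and after quantile normalization its median relative to all genes was 0.72 (adjusted p = 2.15e-05 from limma camera). The cytosolic aminoacyl-tRNA synthetases (20 genes tested) had a median log2 fold change of 0.70, or 0.21 relative to all genes, which did not pass the threshold (adjusted p = 0.116 from limma camera; adjusted p = 0.130 with the replicate block).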

Firstly, methionine deprivation leads to mitochondrial dysfunction and triggers the integrated stress response (ISR) in GC-1 cells. 

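Among genes of the DNA damage checkpoint, Cdkn1a, which encodes p21 (chromosome 17 from 29309936 to 29319701 of GRCm39), had an FPKM of 275 ± 21.8 in Met+ and 836 ± 102 in Met- cells (SD, n = 3). Cdkn1a rose by 1.60 on the log2 scale (standard error 0.12, adjusted p = 1.08e-05 from limma). Chek2 (chromosome 5 from 110987826 to 111022011) had an FPKM of 1.35 ± 0.185 in Met+ and 8.34 ± 1.77 in Met- cells (SD, n = 3) and a log2 fold change of 1.98 (adjusted p = 1.04e-05 from limma). Atm (chromosome 9 from 53348097 to 53448236) had an FPKM of 2.25 ± 0.445 in Met+ and 6.95 ± 1.26 in Met- cells (SD, n = 3) and a log2 fold change of 1.29 (adjusted p = 1.03e-04 from limma). After quantile normalization the log2 fold change of Atm was 0.74, under the limit of 1. All 3 Met- cultures were above all 3 Met+ cultures for each of these genes (exact two-sided permutation test per gene, p = 0.1, the smallest possible). The list of p53 targets (31 genes tested) had a median log2 fold change of 0.82, or 0.33 relative to all genes, with 23 genes higher. It did not pass the threshold (adjusted p = 0.145 from limma camera; adjusted p = 0.143 with the replicate block), whereas it did after quantile normalization (adjusted p = 0.0383 from limma camera).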

Secondly, it also leads to an increase in DNA damage within these cells.

**Fig. 5:**
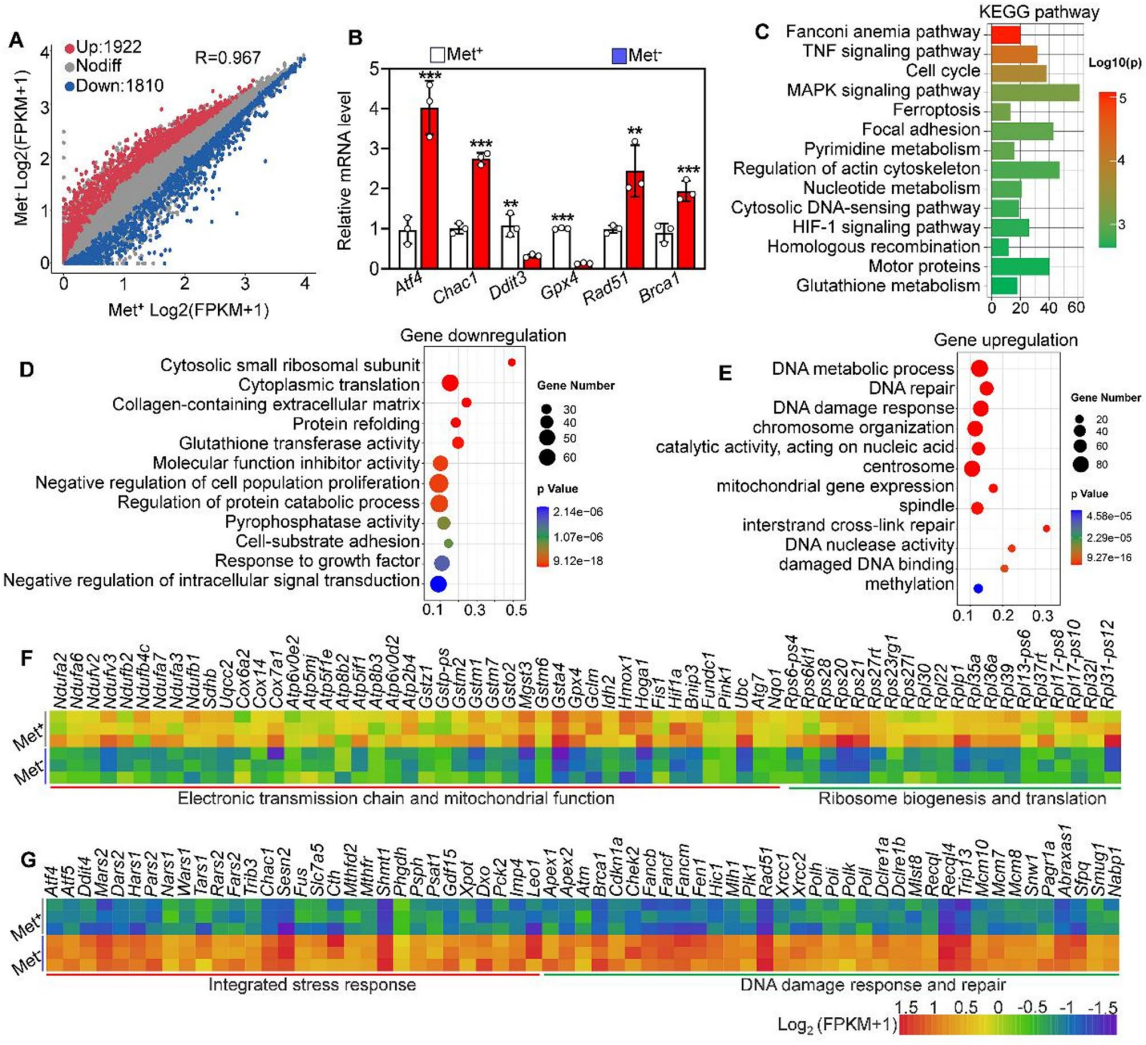
Methionine deprivation impairs the integrity of the transcriptome in GC-1 cells. **A** Scatter plot showing the transcripts with differential expression in Met^+^ and Met^−^ GC-1 cells. **B** qRT-PCR validating the differential transcripts identified by RNA‐seq, *n* = 3. **C** Bar chart illustrating the KEGG terms enriched by differential transcripts in Met^−^ GC-1 cells. **D**, **E** Bubble chart illustrating the GO terms enriched by downregulated and upregulated transcripts in Met^−^ GC-1 cells. **F**, **G** Heatmaps illustrating a group of downregulated and upregulated transcripts involved in the indicated biological processes in Met^+^ and Met^−^ GC-1 cells. Bars indicate the mean ± SD. A two‐sided Student’s t‐test was used to determine *p*‐values. (**p < 0.01 and ***p < 0.001)

### Methionine deprivation causes GC-1 apoptosis via the DNA damage response pathway

Since genes related to mitochondrial function and DNA damage/repair were dysregulated in methionine-deficient GC-1 cells, it suggests that the GC-1 cells could undergo oxidative stress and DNA damage. 

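Of the genes of mitophagy and mitochondrial fission shown in Fig. 5F, Bnip3 (chromosome 7 from 138490690 to 138511253 of GRCm39) had an FPKM of 81.6 ± 14.4 in Met+ and 27.9 ± 1.15 in Met- cells (SD, n = 3). Its log2 fold change was -1.498 (adjusted p = 2.62e-05 from limma). The log2 fold change of Fis1 was -0.60 (adjusted p = 0.0142 from limma), and that of Pink1 was -0.33 (adjusted p = 0.0109 from limma). Fundc1, at -0.26, had an adjusted p of 0.0522 from limma, above 0.05. After quantile normalization the log2 fold changes of Bnip3, Fis1, Pink1 and Fundc1 were -1.95, -0.84, -0.88 and -0.80, with an adjusted p of 3.46e-04 from limma for Fundc1. H2ax, the gene of histone H2AX, changed by 0.51, 0.016 relative to all tested genes, and by -0.051 after quantile normalization, and Trp53 changed by 1.23 (adjusted p = 3.17e-04 from limma), and by 0.995, under the limit of 1, after quantile normalization. From the changes in genes of mitochondrial function and of DNA damage and repair, the paper proposes that Met- GC-1 cells could undergo oxidative stress and DNA damage, and it goes on to measure both.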

JC-1 staining showed an obvious decrease in fluorescence intensity of aggregates but an obvious increase in monomers in Met^−^ GC-1 cells compared with the control group, representing depolarization of mitochondrial membrane potential (Fig. 6A). Meanwhile, the reactive oxygen species (ROS) and mitochondrial superoxide (MitoSOX) were excessively accumulated in Met^−^ GC-1 cells (Fig. 6B). Interestingly, although RNA-seq analysis revealed significant dysregulation of ferroptosis-related genes and pathways in Met^−^ GC-1 cells, no significant changes were observed in key ferroptosis markers—ferrous iron (Fe²⁺) levels and lipid peroxidation products (Figure S3). 

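Fth1, the ferritin heavy chain gene (chromosome 19 from 9957911 to 9962462 of GRCm39), had an FPKM of 15032 ± 3016 in Met+ and 4561 ± 869.7 in Met- cells (SD, n = 3) and a log2 fold change of -1.72 (adjusted p = 9.71e-05 from limma), which was -0.94, under the limit of 1, after quantile normalization. Hmox1 had an FPKM of 820.1 ± 204 in Met+ and 281 ± 62.2 in Met- cells (SD, n = 3) and a log2 fold change of -1.53 (adjusted p = 4.08e-04 from limma), and Gclm a log2 fold change of -1.53 (adjusted p = 5.61e-05 from limma). Slc7a11, the cystine transporter gene, rose from an FPKM of 2.05 ± 0.216 to 5.51 ± 0.420 (SD, n = 3), a log2 fold change of 1.10 (adjusted p = 3.53e-05 from limma) and of 0.57 after quantile normalization. Fth1 and Slc7a11 were chosen after their values were seen.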

Immunofluorescence staining and Western blot analysis showed that DNA double-strand break marker γH2AX level and foci formation were increased in Met^−^ GC-1 cells relative to the control group (Fig. 6C and F). The increased foci of RAD51, a DNA repair protein in the homologous recombination pathway, further confirms that methionine deprivation induces DNA damage (Figure S4). This DNA damage signature was accompanied by the activation of effectors of the DNA damage response, such as phosphorylated CHK2 (p-CHK2), phosphorylated p53 (p-p53) and p21 (Fig. 6C, D and F). Consistent with these, the proapoptotic proteins, including PUMA, BAX, cleaved Caspase-3 and cleaved PARP1 in CG-1 cells were upregulated by methionine deprivation (Fig. 6E and G), while the anti‐apoptotic protein BCL2 was downregulated (Fig. 6G). These findings collectively reveal that methionine deprivation induces GC-1 cell apoptosis through DNA damage and subsequent DNA damage response pathways.

**Fig. 6:**
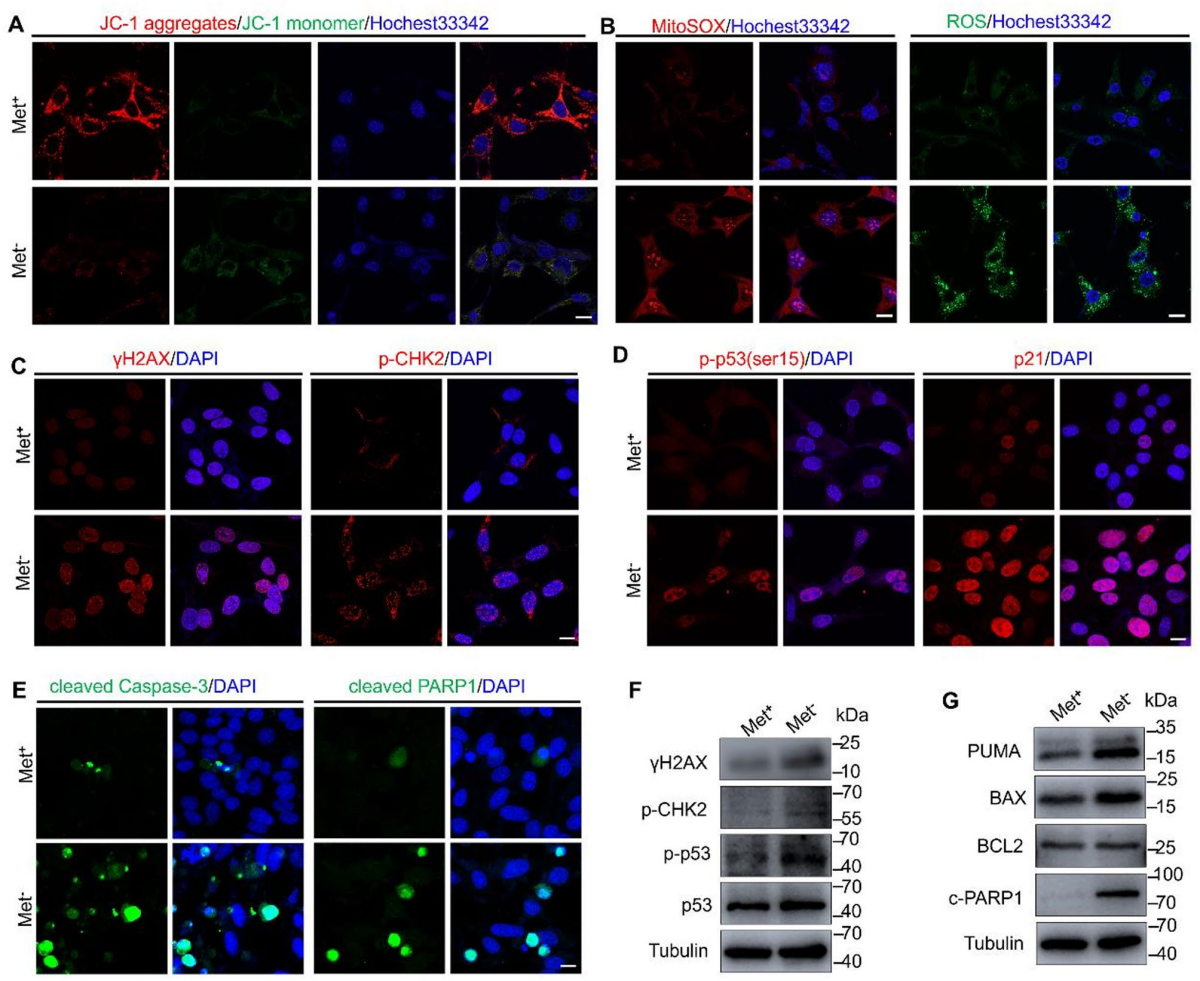
Methionine deprivation activates the oxidative stress and DNA damage response pathway in GC-1 cells. **A** Representative images of JC-1 staining in Met^+^ and Met^−^ GC-1 cells. **B** Representative images of ROS and MitoSOX staining in Met^+^ and Met^−^ GC-1 cells. **C**-**E** Immunofluorescence staining of γH2AX, p-CHK2, p-p53(ser15), p21, cleaved Caspase-3 and cleaved PARP1 in Met^+^ and Met^−^ GC-1 cells. (F, G) Western blot analysis of γH2AX, p-CHK2, p-p53, p53, PUMA, BAX, BCL2 and cleaved PARP1 protein levels in Met^+^ and Met^−^ GC-1 cells. Scale bar = 20 μm

### NAC partially rescues mitochondrial function and GC-1 cell proliferation

To further clarify methionine deprivation-induced oxidative stress and apoptosis, the GC-1 cells under methionine deprivation were treated using NAC (an effective antioxidant). The results showed that NAC treatment reduced the accumulation of both cellular ROS and MitoSOX in GC-1 cells (Fig. 7A and B), effectively reversing the oxidative stress triggered by methionine deprivation. Further, CCK8 detection results showed that the NAC treatment significantly increased GC-1 cell activity relative to the Met^−^ GC-1 cells (Fig. 7C). Furthermore, the EDU incorporation assay showed that the NAC treatment significantly enhanced GC-1 cell proliferation ability compared with Met^−^ GC-1 cells (Fig. 7D and E). These findings indicate that methionine deprivation-induced oxidative stress leads to defects in GC-1 proliferation and apoptosis.

**Fig. 7:**
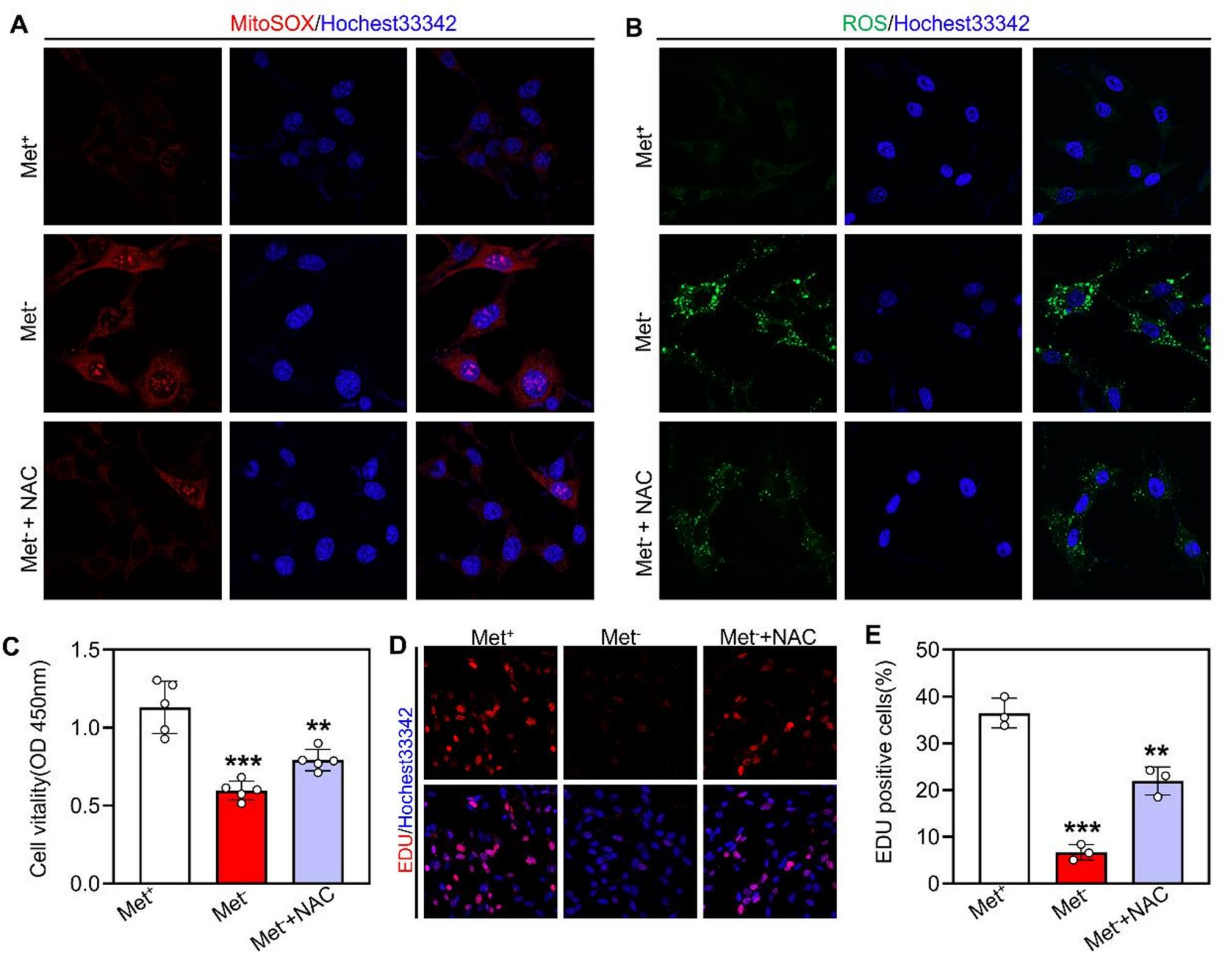
NAC alleviates methionine deprivation-induced proliferation inhibition and viability reduction in GC-1 cells. **A**,** B** Representative images of ROS and MitoSOX staining in Met^+^, Met^−^ and Met^−^ + NAC GC-1 cells. **C** CCK-8 assay for GC-1 cell viability, *n* = 5. **D** EdU incorporation assay for GC-1 cell proliferation. **E** Percentage of EDU positive GC-1 cells in Met^+^, Met^−^ and Met^−^ + NAC groups, *n* = 3. A one-way ANOVA followed by Tukey’s post hoc test was used to determine *p*‐values. (**p < 0.01 and ***p < 0.001). Scale bar = 20 μm

## Discussion

Unbalanced diets are associated with developmental defects and various diseases. Our present study demonstrates that methionine intake restriction before puberty almost does not affect testicular development and spermatogenesis. However, the methionine-deficient mouse and GC-1 cells found that the methionine deprivation activated the oxidative stress signal and CHK2-p53/p21cascade, eventually leading to spermatogenesis impairment, cell cycle arrest and apoptosis of spermatogonia.

Seminiferous tubules are composed of Leydig cells, Sertoli cells, and germ cells at various stages of development [33, 34]. Developmental defects in any of these cells can lead to abnormal spermatogenesis. Amino acids are indispensable components for protein synthesis and are extremely important for the normal growth, differentiation, and maintenance of cellular functions [35]. Methionine, in particular, plays a direct role in regulating the assembly and availability of the protein translation initiation complex [36, 37]. Previous studies have found strong translational activity and weak anti-puromycin positive staining in spermatogonial stem cells and Leydig cells, respectively, within the testis through transient incorporation of puromycin [38]. These findings suggest that germ cells and Sertoli cells in the testis are sensitive to translation homeostasis and also reveal the potential causes of reduced proliferation and increased apoptosis in spermatogonia, as well as downregulated steroidogenic enzymes in Leydig cells caused by dietary methionine deprivation in our present study. Consistent with previous results on methionine-choline dietary deprivation, our study shows that short-term methionine deprivation around puberty does not significantly affect the integrity of the blood-testis barrier, possibly because the sensitivity of translational activity in Sertoli cells in the testis is relatively lower than in spermatogonia and Leydig cells [38]. Similarly, the knockout of the translation regulator RPL39L in mice led to a marked decrease in the number of spermatogonia but did not affect the number of Sertoli cells [38, 39]. Of course, whether long-term methionine deprivation will lead to impairment of Sertoli cell function and the integrity of the blood-testis barrier still deserves a follow-up study. Furthermore, our study found that dietary methionine restriction did not significantly affect early testicular development, which contrasts with recent reports that dietary methionine restriction extends the lifespan of *Drosophila melanogaster* but reduces their fertility [25]. The observed differences may be partly attributed to the shorter duration of dietary methionine restriction in our study. A comprehensive assessment of methionine restriction’s effects on testicular development might necessitate exposure to factors such as disease, aging, and various exogenous threats.

Integrated stress response (ISR) is an evolutionarily conserved self-protection mechanism activated when the body is exposed to threats such as stress, disease, and viral infection [40, 41]. Short-lived ISR is a pro‐survival response aiming at resolving stress and restoring homeostasis via translation reprogramming, while persistent or intense ISR can signal cell death induction [42, 43]. 

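Trib3 (chromosome 2 from 152179337 to 152191958 of GRCm39, 4 exons in its canonical transcript) had an FPKM of 58.3 ± 4.27 in Met+ and 168 ± 6.55 in Met- cells (SD, n = 3 GC-1 cultures), a log2 fold change of 1.51 (standard error 0.095, adjusted p = 4.77e-06 from limma). Sesn2 rose by 2.72 on the log2 scale, Atf5 by 1.73 and Ddit4 by 1.84. The rise of Asns, chosen after its values were seen, was 0.36 (adjusted p = 0.0154 from limma), -0.13 relative to all tested genes, and its log2 fold change was -0.21 with median ratio scaling and 0.39 after quantile normalization.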

Consistent with previous studies in H1299 non-small cell lung cancer (NSCLC) cells, breast cancer cells and normal human fibroblasts [9, 44], our study also found that methionine deprivation induces ISR, characterized by upregulation of *Atf4*, *Chac1* and *Trib3*. As a pro-apoptotic molecule, CHAC1 induces programmed cell death characterized primarily by ferroptosis by degrading glutathione, affecting calcium signaling, and impairing mitochondrial respiratory function [45, 46]. However, our present study found no significant changes in the levels of lipid peroxides and ferrous ions, markers associated with ferroptosis, in GC-1 cells with methionine deprivation, suggesting that the activation of the ATF4-CHAC1 axis did not lead to ferroptosis in GC-1 cells. These results indicate that ferroptosis was suggested only by transcriptomic data and was not supported at the functional level. 

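In the RNA-seq data of GC-1 cells, the median of the ferroptosis list relative to all tested genes was below 0 in the fits with each library left out in turn, between -0.42 and -0.22. Against 10000 random lists of the same size matched on mean expression, the median of the list stood at percentile 8.05, and limma fry, which tests the list against no change in place of against other genes, gave it the opposite direction (adjusted p = 0.00739), and called 98.5% of 1000 such random lists higher.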

Exhaustion of glutathione impairs ROS homeostasis and leads to ROS accumulation, triggering subsequent cell apoptosis [47, 48]. The relationship between the degradation of glutathione caused by overexpression of CHAC1 and increased apoptosis has been established in yeast and macrophages, and the supplementation of glutathione could partially reverse apoptosis caused by overexpression of CHAC1 [49, 50]. Consistently, N-acetylcysteine (NAC, which not only directly neutralizes accumulated ROS but also provides precursors for endogenous glutathione synthesis) treatment increased the GC-1 cell proliferation by reducing ROS accumulation caused by methionine deprivation. All the above evidence suggests that methionine deprivation leads to loss of spermatogonia is caused by mitochondrial-mediated apoptosis. Nevertheless, future studies should employ NAC treatment in methionine-deprived mice to further elucidate the mechanisms underlying methionine deprivation-induced spermatogonial apoptosis, thereby enhancing our understanding of methionine’s role in early spermatogenesis.

During spermatogenesis, the germ cells are more susceptible to DNA damage due to active meiosis and mitosis, as well as threats from various external factors [51, 52]. Previous studies have found that the types of spermatogonia and round spermatids are more easily accumulated DNA damage compared with spermatogonial stem cells (PLZF-positive cells), which is confirmed by the mice exposed to radiation [53]. Consistently, our present study found that methionine deprivation resulted in significant accumulation of γH2AX in spermatogonia and GC-1 cells both in vivo and in vitro. Furthermore, methionine deprivation induced severe DNA damage in GC-1 cells also supported by the significantly enriched pathways related to DNA damage response and repair in the transcriptome. 

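In the transcriptome, the list of homologous recombination genes (38 genes tested) had a median log2 fold change of 0.85, or 0.36 relative to all genes, with 33 genes higher (adjusted p = 0.0214 from limma camera; adjusted p = 0.0237 with the replicate block). Its adjusted p from limma camera was 0.0643 over genes with a mean FPKM of at least 5 and 0.0613 with scaling to the same total, both above 0.05. The minichromosome maintenance genes (8 genes tested) had a median log2 fold change of 0.91, or 0.42 relative to all genes (adjusted p = 0.0548 from limma camera), and all 8 were higher. They passed the threshold with the replicate number as a block (adjusted p = 0.0482 from limma camera).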

Notably, amino acid deprivation has been shown to increase ROS levels and decrease expression of the antioxidant factor NRF2 in human NSCLC cells and osteosarcoma cells [54, 55], which is consistent with our current finding that methionine deprivation elevates intracellular ROS levels in GC-1 cells. In the testis, ROS-induced DNA damage activates the ATR/ATM-CHK2-p53 axis, which subsequently induces cell cycle arrest through the activation of p21 or leads to cell apoptosis by activating apoptotic response factors such as PUMA [56–58].

In conclusion, the methionine deficiency mouse model and in vitro experiments collectively suggest that methionine deprivation-induced spermatogenesis defects and spermatogonia loss are primarily associated with the DNA damage response mediated by the ROS and CHK2-p53/p21 axis. Furthermore, our findings suggest that inhibition of ROS accumulation can partially alleviate methionine deprivation-induced impairment of spermatogonial proliferation in vitro. These results may provide valuable insights for maintaining dietary balance and potentially developing clinical interventions for related reproductive disorders.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE308916. The original blot images have been submitted as Figure S5.

# Supplementary material for: Methionine deficiency causes spermatogonial apoptosis via oxidative stress and DNA damage response pathway
**Source:** Biol Res. 2025 Nov 12;58:68. doi: 10.1186/s40659-025-00652-z
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Material**

Methionine deficiency causes spermatogonial apoptosis via oxidative stress and DNA damage response pathway

Weiyong Wang^1*^, Yong Ruan^1^, Ting Gong^1*^

This file includes:

Supplementary figures and figure legends

Supplementary tables

**
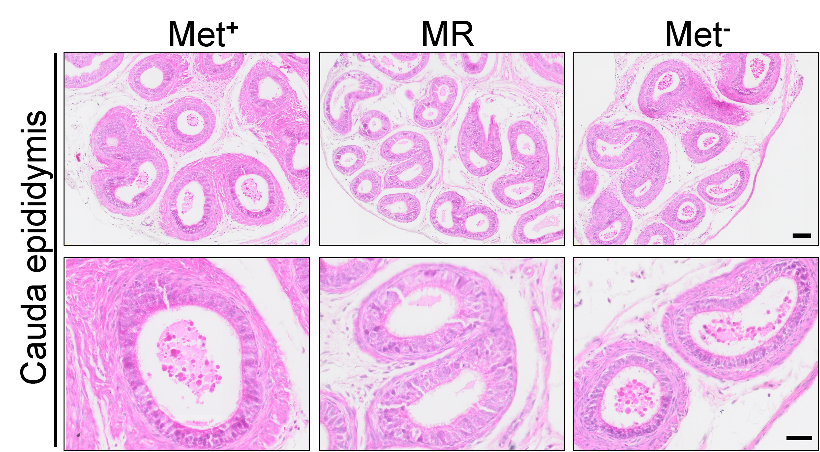
**

**Figure S1 HE staining of cauda epididymis from Met^+^, MR and Met^-^ mice. Bar = 100 µm.**

**
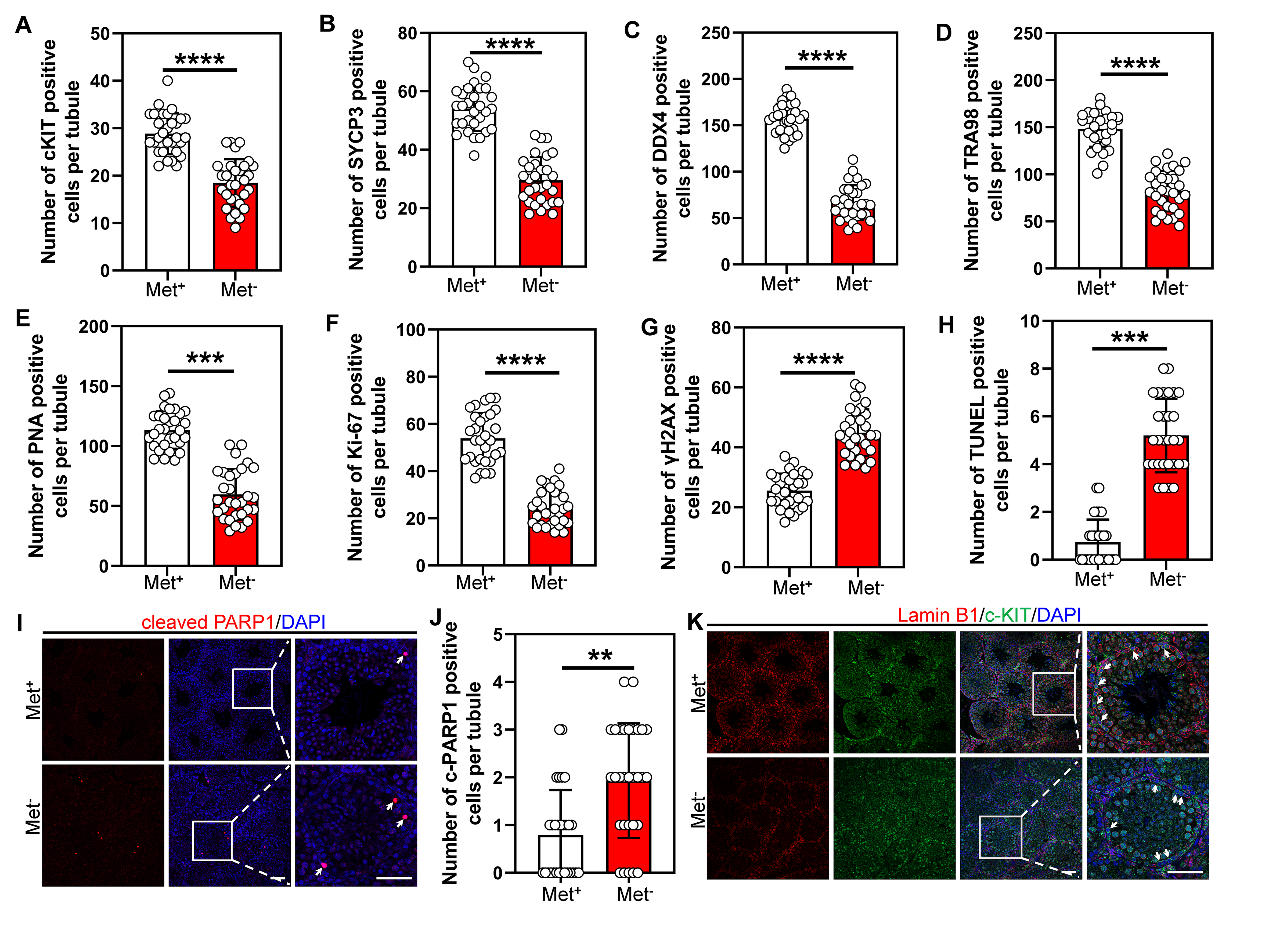
**

**Figure S2 Methionine deprivation inhibits germ cell proliferation and leads to apoptosis.** (A-H) Counting of c-KIT, SYCP3, DDX4, TRA98, PNA, Ki-67, γH2AX, and TUNEL positive cells in testis from Met^+^ and Met^-^ mice. (I) Immunofluorescence staining of cleaved PARP1 in testis from Met^+^ and Met^-^ mice. (J) Counting of cleaved PARP1-positive cells in the testis from Met^+^ and Met^-^ mice. (K) co-staining results of c-KIT and Lamin B1 cells in testis from Met^+^ and Met^-^ mice. Bars indicate the mean ± SD. A two‐sided Student's t‐test was used to determine *p*‐values. (**p* < 0.05, ***p* < 0.01, ****p* < 0.001, and *****p* < 0.0001). Scale bar = 100 µm.

**
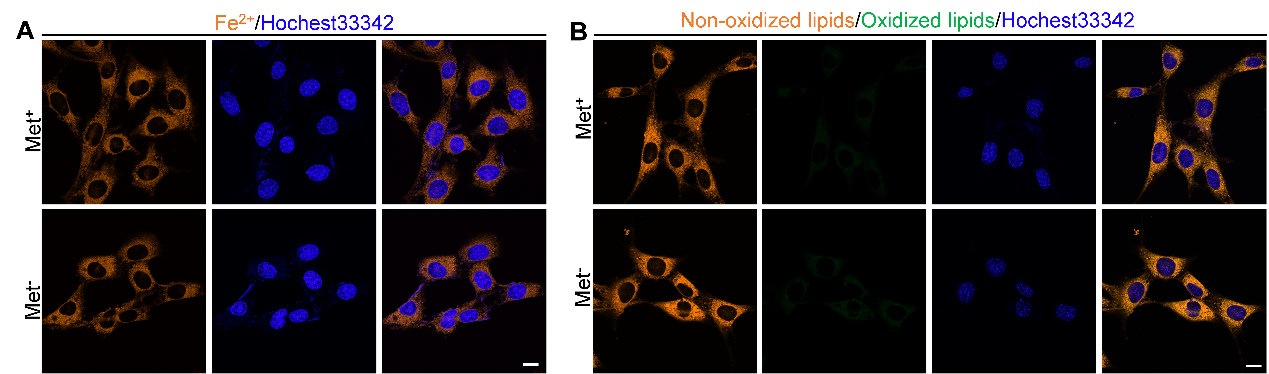
**

**Figure S3 Methionine deprivation did not cause ferroptosis in GC1 cells.** (A) Fe^2+^ staining in Met^+^ and Met^-^ GC-1 cells. (B) Lipid peroxide staining in Met^+^ and Met^-^ GC-1 cells. Scale bar = 20 µm.

**
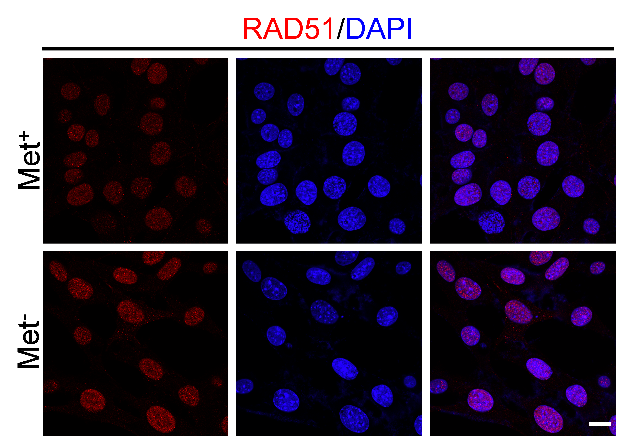
**

**Figure S4. Immunofluorescence staining of RAD51 in Met+ and Met- GC-1 cells.** Scale bar = 20 µm.

**
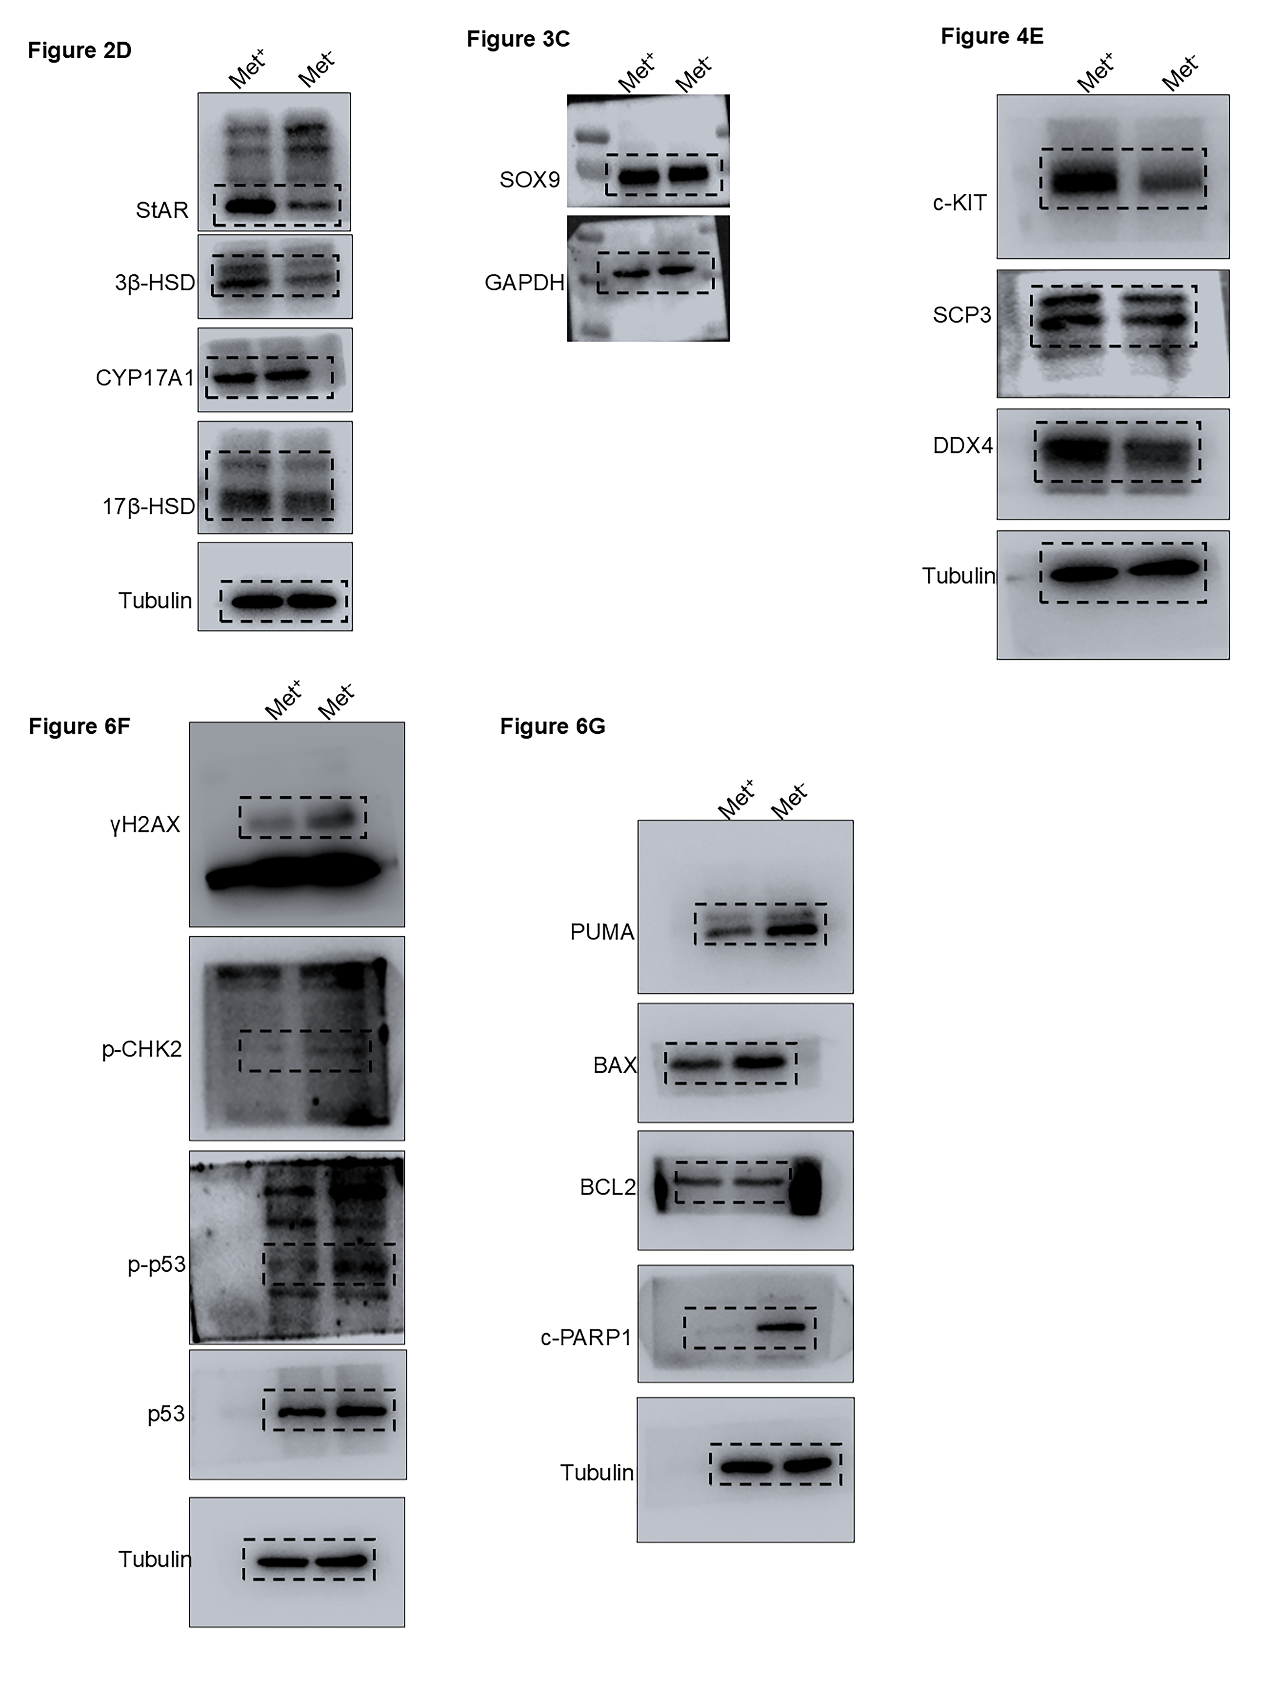
**

**Figure S5. Original blots of Figure 2D, 3C, 4E, 6F and 6G.**

**Table S1. Primers for qRT-PCR**

| Genes | Forward primers (5’-3’) | Reverse primers (5’-3’) | |
| --- | --- | --- | --- |
| *Atf4* | CCTATAAAGGCTTGCGGCCA | CACTGCTGCTGGATTTCGTG | |
| *Chac1* | CTGTGGATTTTCGGGTACGG | CCCCTATGGAAGGTGTCTCC | |
| *Ddit3* | CTGGAAGCCTGGTATGAGGAT | CAGGGTCAAGAGTAGTGAAGGT | |
| *Gpx4* | GCCTGGATAAGTACAGGGGTT | CATGCAGATCGACTAGCTGAG | |
| *Rad51* | AAGTTTTGGTCCACAGCCTATTT | CGGTGCATAAGCAACAGCC |  |
| *Brca1* | AAGTGCCAGTGTCAAGGAGA | ACAGGGAGCAAAAGGGAAGA |  |
| *Actb* | GGCTGTATTCCCCTCCATCG | CCAGTTGGTAACAATGCCATGT |  |

**Table S2. List of primary antibodies used in immune detection**

| Antibody | Catalog Code | | | Source | | Host | | | Dilution | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  | IF | | WB |
| PNA | | | L21409 | | Thermo Fisher | |  | 1:200 | |  | |
| StAR | | | A1035 | | Abclonal | | Rabbit | 1:100 | | 1:1000 | |
| 3β-HSD | | | sc-515120 | | Santa Cruz | | Mouse | 1:100 | | 1:500 | |
| 17β-HSD | | | PTM-6672 | | PTM Bio | | Rabbit | 1:200 | | 1:1500 | |
| CYP17A1 | | | PTM-7192 | | PTM Bio | | Rabbit |  | | 1:1000 | |
| SOX9 | | | ab185966 | | Abcam | | Rabbit | 1:100 | | 1:500 | |
| ZO-1 | | | 40-2200 | | Invitrogen | | Rabbit | 1:100 | |  | |
| Claudin 11 | | | 36-4500 | | Invitrogen | | Rabbit | 1:200 | |  | |
| β-catenin | | | 712700 | | Invitrogen | | Rabbit | 1:50 | |  | |
| N-cadherin | | | sc-59987 | | Santa Cruz | | Mouse | 1:100 | |  | |
| CX43 | | | 3512 | | CST | | Rabbit | 1:200 | |  | |
| Vimentin | | | 5741s | | CST | | Rabbit | 1:200 | |  | |
| GAPDH | | | 5174 | | CST | | Rabbit |  | | 1:1000 | |
| c-KIT | | | AF1356-SP | | R&D Systems | | Goat | 1:200 | | 1:1000 | |
| SYCP3 | | | [sc-74569](https://www.scbt.com/zh/p/scp-3-antibody-d-1?requestFrom=search) | | Santa Cruz | | Mouse | 1:50 | | 1:1000 | |
| TRA98 | | | ab82527 | | Abcam | | Rabbit | 1:100 | |  | |
| DDX4 | | | ab27591 | | Abcam | | Rabbit | 1:200 | | 1:1000 | |
| Ki-67 | | | 9129s | | CST | | Rabbit | 1:200 | |  | |
| γH2AX | | | ab22551 | | Abcam | | Rabbit |  | | 1:1000 | |
| γH2AX | | | ab206900 | | Abcam | |  | 1:300 | |  | |
| α-tubulin | | | 66031-1-IG | | Proteintech | | Rabbit |  | | 1:2000 | |
| c-PARP1 | | | 5625 | | CST | | Rabbit | 1:200 | | 1:1000 | |
| Lamin B1 | | | HY-80205 | | MCE | | Rabbit | 1:200 | |  | |
| Phospho-p53-ser15 | | | 9284T | | CST | | Rabbit | 1:200 | | 1:1000 | |
| PUMA | | | 98672 | | CST | | Rabbit |  | | 1:500 | |
| Phospho-CHK2 | | | HY-80799 | | MCE | | Rabbit | 1:200 | | 1:500 | |
| RAD51 | | | ab133534 | | Abcam | | Rabbit | 1:200 | |  | |
| p53 | | | sc-126 | | Santa Cruz | | Mouse |  | | 1:500 | |
| p21 | | | ab188224 | | Abcam | | Rabbit | 1:100 | |  | |
| cleaved Caspase-3 | | 9664 | | | CST | | Rabbit | 1:100 | |  | |
| BAX | | 50599-2-Ig | | | Proteintech | | Rabbit |  | | 1:1000 | |
| BCL2 | | 26593-1-AP | | | Proteintech | | Rabbit |  | | 1:1000 | |

IF: Immunofluorescence; WB: Western blotting

**Table S3. Percentage change in body weight of mice in Met^+^, MR and Met^-^ groups**

| Age | Weight (g)  Met^+^ group | Percentage change (%) | Weight (g)  MR group | Percentage change (%) | Weight (g)  Met^-^ group | Percentage change (%) |
| --- | --- | --- | --- | --- | --- | --- |
| PD25 | 9.38 ± 1.25 | -- | 9.16 ± 0.92 | -- | 9.52 ± 1.09 | -- |
| PD28 | 10.71 ± 1.28 | 14.18 | 10.62 ± 1.33 | 15.94 | 8.87 ± 0.79 | -6.83 |
| PD31 | 13.02 ± 1.17 | 21.57 | 12.94 ± 1.24 | 21.85 | 8.31 ± 0.43 | -6.31 |
| PD34 | 14.63 ± 1.22 | 12.37 | 15.37 ± 1.51 | 18.78 | 8.37 ± 0.54 | 0.72 |
| PD37 | 16.24 ± 1.09 | 11.01 | 16.39 ± 1.78 | 6.64 | 8.24 ± 0.6 | -1.55 |
| PD40 | 17.11 ± 1.52 | 5.37 | 17.7 ± 1.77 | 7.99 | 8.31 ± 0.52 | 0.84 |

How the deposited data were processed for this re-analysis (not part of the article)

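RNA-seq was analysed in 6 libraries, 3 of Met+ and 3 of Met- GC-1 cells, mapped to their groups from the sample labels and the paper. The column names of the Met+ libraries lack one letter of the labels' titles, and were matched to them by cell line, group and number. The pairing by replicate number comes from those labels. The mouse, staining, blot and N-acetylcysteine experiments were not analysed here. A result that could not be included is not reported here.

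The authors filtered reads with Cutadapt, aligned them with HISAT2 to GRCm39 and deposited FPKM values; the paper's text does not name the counter, the gene annotation or the rule by which the 12486 listed genes were kept. The authors also deposited a log2 fold change for each gene, with a p-value and an adjusted p-value. The paper's methods name DESeq2 for the authors' test, while the column names of the deposited comparison are those of limma's result table. All per-sample columns were used.

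From the FPKM, log2(FPKM + 1) was computed without rescaling and tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) over the 10674 genes with a mean FPKM of at least 1. A gene counted as changed at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Count models were not used, since FPKM are not counts. Gene sets were tested with limma camera at an inter-gene correlation of 0.01, and the value of a set is the median log2 fold change of its genes. Since the median log2 fold change of all tested genes was 0.49, set medians are also given relative to it. The gene lists and families were written by name together with the test designs. The pattern for replication-dependent histone genes also matched H13, which encodes no histone, and H1f0, and both were removed after the values were seen, which made the fall of that family larger. A pattern for mitochondrially encoded genes matched 0 genes, because the table names them otherwise, and a list by the table's names was added after the values were seen. Sets added after the values were examined are named as such in the observations.

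The genes named are those the paper names in its text, in Fig. 5B, 5F or 5G or by protein in Fig. 6, and the 10 with the largest rise and the 10 with the largest fall among genes past the threshold whose 3 Met- libraries all lay on one side of the 3 Met+ libraries. Others were chosen after their values were seen and are marked so. Positions, transcript length and GC content came from GENCODE vM39 on GRCm39, matched by symbol for 12171 of the 12486 listed genes. The FPKM give no depth per library, so precision rests on the spread between the 3 cultures of a group.

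The fit was tested on simulated data. In 3 simulations up to 195 genes among 10236 to 10249 tested genes were changed. Of the changed genes 91.1% to 92.3% were called in the right direction, with at most 1 unchanged gene called per simulation. The 40 genes of a set given a smaller shift were not counted as unchanged. The estimated log2 fold changes were 0.860 to 0.877 of the true ones because of the pseudocount. The simulated groups had the same baseline, and rises and falls, all set beyond the limit of 1, were equally frequent. False calls from a shift of all genes, such as the median of 0.49 in the data, were therefore not tested.

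The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, median ratio scaling, quantile normalization, scaling to the same total, eBayes without a trend, the replicate number as a block, a loess correction for transcript length and GC content with and without that block, each library left out in turn, the ratio of group means as fold change, no fold change minimum, and for gene sets limma fry and percentiles among 10000 random lists matched on expression. These alternatives, the test designs and the gene lists were set before the data were examined. Quantile normalization with a pseudocount of 0.01, a crossed pairing of the replicate numbers, scaling to the Actb value, the histone family as first written and limma fry on random lists were added after the data were seen.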

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

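The results here are signals in genes that the paper's text does not discuss; Fig. 5D and 5E name terms for collagen-containing matrix and mitochondrial gene expression. Quantile normalization and the length and GC correction were chosen for all gene sets in advance, but their use as tests of these patterns, with the bounds, was chosen after the results were seen. Those of single-exon genes, of summed histone FPKM, of shared sequence and of overlapping genes were set before the values they measure were seen, but those of histone genes were run again after H13, which encodes no histone, and H1f0 were taken out of the family, and the values with both left in are given beside them. Set values are medians of the log2 fold change relative to all tested genes.

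Replication-dependent histone genes were lower in Met- cells, with a median of -1.85 over 31 genes (adjusted p = 7.12e-14 from limma camera, 6.61e-20 to 1.74e-04 over its alternatives), 26 of them lower. With quantile normalization the median was -1.81. With the length and GC correction it was -1.38, so that length and GC content cannot be told apart from part of the pattern. Other single-exon genes differed from multi-exon genes of similar expression by 0.042, so a general loss of intronless transcripts was not seen. Since the histone genes share much of their sequence, reads could have been split between them; their summed FPKM, however, was 339 ± 29.0 in Met+ and 158 ± 14.7 in Met- cells (SD, n = 3), a log2 ratio of -1.10. With H13 and H1f0 left in (33 genes), the median was -1.77, with the length and GC correction -1.38, with quantile normalization -1.71, and the log2 ratio of the sums -0.59. The bound for setting length and GC content aside was that more than 0.75 of the median is left after the correction, which held with H13 and H1f0 left in and did not hold without them. Whether the selection of polyadenylated RNA differed between the libraries was not tested, and for that reason no biological explanation can be preferred.

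Collagen genes had a median of -1.08 over 16 genes (15 lower, adjusted p = 1.83e-07 from limma camera). It was -0.98 with the length and GC correction and -1.09 with quantile normalization. Mitochondrial ribosomal protein genes had a median of 0.48 over 49 genes (45 higher, adjusted p = 0.00253 from limma camera), 0.52 with the length and GC correction and 0.53 with quantile normalization. Collagen genes still passed with the length and GC correction (adjusted p = 7.04e-07 from limma camera) and with quantile normalization (adjusted p = 7.00e-05 from limma camera). So did mitochondrial ribosomal protein genes (adjusted p = 0.00296 and 8.83e-05 from limma camera, in that order). The medians moved little, which argues against transcript length, GC content and scaling between libraries as the cause of either pattern. Other technical differences between the libraries were not tested, so neither pattern is put down to the deprivation.

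Of 7 sets added after the values were seen, 5 changed relative to all tested genes in the same direction with the FPKM as deposited and with quantile normalization (adjusted p of at most 0.05 over the added sets, limma camera). Hypoxia response genes (-0.86), endoplasmic reticulum chaperones (-0.64) and inflammatory NF-kB targets (-1.20) were lower, and G1/S replication genes outside the repair lists (0.59) and G2/M mitotic genes (0.60) were higher. With the length and GC correction the values were -1.01, -0.69, -1.11, 0.54 and 0.51. Lower hypoxia, chaperone and NF-kB genes in Met- cells are the same as higher values in the Met+ cultures, and a difference in density or handling of the control cultures was not tested.

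The 10 genes with the largest rise were Sco2 (4.41), Mat2a (4.03), Pspc1 (3.64), Donson (3.23), Lrrc14 (3.12), Mad2l1bp (3.12), Mrm3 (3.12), Slc10a3 (3.09), Ccne2 (3.08) and Wdr77 (3.08), by log2 fold change, and the 10 with the largest fall were Hspa1b (-6.15), Hspa1a (-5.17), Nos2 (-3.65), B230206L02Rik (-3.37), H4c4 (-3.29), Dbp (-3.28), H4c2 (-3.16), Ccl5 (-3.01), AY036118 (-2.95) and Dnajb1 (-2.93). The FPKM of Mat2a, which encodes the methionine adenosyltransferase that makes S-adenosylmethionine, was 21.7 ± 2.07 in Met+ and 371 ± 42.0 in Met- cells (SD, n = 3), and that of Hspa1b was 526 ± 146 in Met+ and 6.24 ± 0.611 in Met- cells (SD, n = 3). Of the 19 of these genes found in the annotation, 4 share at least 50% of the 31-base words of their annotated transcripts with other genes. Sco2 shares 96.6% with other genes, the largest part with Tymp, which overlaps it on the same strand. Hspa1b shares 68.0% and Hspa1a 65.4%, the largest part with each other, and H4c2 59.7%. The values of Sco2, Hspa1b, Hspa1a and H4c2 are therefore uncertain. Overlap with another annotated gene was 1.08 times as frequent among those 19 genes as among all tested genes, so overlap does not set the list apart.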

How the results depend on the processing

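Quantile normalization with a pseudocount of 0.01, the crossed pairing, the histone family as first written and the test of random lists with limma fry were chosen only after the results were seen. The number of differentially expressed genes depended on the scaling between libraries. From 3225 genes (2786 higher and 439 lower) with the FPKM as deposited, it went to 2148 (1078 higher and 1070 lower) with quantile normalization and to 2345 (1118 higher and 1227 lower) with median ratio scaling, while scaling to the same total left 269 lower and 3970 higher genes. The share of higher genes was 86.4% as deposited, 50.2% with quantile normalization, 47.7% with median ratio scaling and 93.7% with scaling to the same total. The median log2 fold change of all tested genes was 0.49, 0.0088, -0.0065 and 0.74 in these 4 settings. Of the genes called with the FPKM as deposited, 1476 were also called with quantile normalization and 1557 with median ratio scaling. Quantile normalization with a pseudocount of 0.01 gave 2878 genes (1482 higher and 1396 lower). Without a fold change minimum, 7753 genes passed (6159 higher and 1594 lower). With a replicate block, 3224 genes passed, with the block and the length and GC correction 3141, and with the crossed pairing 3227. With each library left out in turn, 3142 to 3371 genes passed. The cause of the shift between scalings was not tested by these settings.

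Of the qRT-PCR genes, Ddit3 fell under the fold change limit of 1 with quantile normalization (-0.77), scaling to the same total (-0.80) and the length and GC correction with or without a replicate block (-0.81), at adjusted p from limma of 1.67e-04 to 0.00101 in the length and GC fits (3.52e-05 to 0.00528 over all its alternatives), and lay between -1.26 and -0.93 with each library left out in turn. Scaling to the same total moved the median of all tested genes by 0.25, and Ddit3 with it; the cause of the other changes was not tested. Atf4, Chac1, Gpx4 and Brca1 kept their direction and stayed past both limits in the alternatives run.

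The count of lower genes past the threshold from the electron transport chain list of Fig. 5F went from 17 to 32 with median ratio scaling and 28 with quantile normalization. That of the ribosome list went from 9 to 18 with median ratio scaling and to 3 with the length and GC correction, with or without a replicate block. The integrated stress response list of Fig. 5G went from 29 to 18 with median ratio scaling. Under median ratio scaling, one factor per library, the median of all tested genes fell by 0.50, which adds lower calls and takes away higher ones. The cause of the other changes was not tested.

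Among the gene sets, 12 of 17 passed the threshold with the FPKM as deposited and 13 with a replicate block. The values are medians relative to all tested genes, except that limma fry, which tests against no change, goes with the set's own median. With quantile normalization the ferroptosis list (-0.22), glutathione metabolism (-0.46), the respiratory chain (-0.021) and the cytosolic ribosomal proteins (-0.071) no longer passed, while the p53 targets (0.27) and the minichromosome maintenance genes (0.58) did. Homologous recombination no longer passed with a mean FPKM of at least 5 (0.32) or with scaling to the same total (0.36). The mitochondrial aminoacyl-tRNA synthetases passed without a filter (0.57), with median ratio scaling (0.50), with scaling to the same total (0.49) and in 3 of the 6 fits that each left out one library (0.39 to 0.62). The minichromosome maintenance genes passed without a filter (0.45), with median ratio scaling (0.36), with a replicate block or the crossed pairing (0.42) and in 2 of the fits that each left out one library (0.30 to 0.53). Limma fry gave a direction opposite to that of camera for the ferroptosis list (median 0.12, adjusted p = 0.00739, 0.00739 to 0.156 over its alternatives) and for glutathione metabolism (adjusted p = 0.0227, 0.00312 to 0.171 over its alternatives), whose median stayed below 0 (-0.038), with 18 genes higher and 19 lower. Under fry the respiratory chain no longer passed (median -0.032), and 5 sets passed that camera did not call, the p53 targets (0.82), cell cycle (0.72), cytosolic (0.70) and mitochondrial (0.99) aminoacyl-tRNA synthetases and minichromosome maintenance genes (0.91). Against random lists matched on expression, the p53 targets stood at percentile 98.95, cell cycle at 99.8 and the cytosolic aminoacyl-tRNA synthetases at 98.2, which passes the bound used, and ferroptosis at 8.05 and the respiratory chain at 30.0, which does not. With H13 and H1f0 left in the histone family, its median was -1.77 in place of -1.85. Of 1000 random lists of the size and expression of each of the 5 sets called with fry and not with camera, at least 80.5% passed fry as higher at a p of at most 0.05, and so did 98.5% and 99.2% of those like the ferroptosis and glutathione metabolism lists. The calls of these sets as higher under fry are therefore consistent with the shift of all tested genes. The cause of the changes under the random lists and the filters was not tested.

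Of the single genes named, the direction reversed for Cox6a2 (0.066), Atp5f1e (0.083), Gstp-ps (0.067) and Rpl32l (0.025) with the length and GC correction, with or without a replicate block, for H2ax (-0.051), Bcl2 (-0.044) and Gapdh (0.068) with quantile normalization, for Bax (-0.29) and Asns (-0.21) with median ratio scaling, and for Atp6v0e2 (0.027) with scaling to the same total. The adjusted p from limma of these reversed values lay between 0.0905 and 0.917, all above 0.05. Those of Bax, Asns and Atp6v0e2 come from one factor per library, which moves all genes together. Counting each named gene under each alternative, 2394 kept their direction and side of the threshold, 81 lost the threshold, 70 gained it and 14 changed direction. The depth of the libraries is unknown, so what it limits could not be set.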

Differences from the paper's values

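The paper reports 1810 downregulated transcripts, and 439 genes were lower past the threshold here. Of the alternatives set before the data were examined, median ratio scaling (1227) and leaving out the fold change minimum (1594) came within 1.5 times the paper's number, but their higher genes, 1118 and 6159, were further from the paper's 1922 than that. With the FPKM as deposited 2786 genes were higher, within 1.5 times the paper's number. For the lower genes the other alternatives did not come within 1.5 times, quantile normalization among them (1070). Quantile normalization with a pseudocount of 0.01 gave 1396, and was chosen after seeing the values; with no filter on low values and no variance trend as well, it gave 1900 higher and 1827 lower genes, where the paper reports 1922 and 1810.

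The paper gives a correlation between the groups of about 0.97 in Fig. 5A, read by eye, and across the tested genes the mean log2(FPKM + 1) of the groups correlated at 0.917 here. Under the alternatives set before the data were examined it lay between 0.892 and 0.937, and none of them reached the paper's value. The paper's abstract lists Ddit3 among the genes that methionine deprivation upregulated. Its log2 fold change in these RNA-seq data was -1.08 here, and is -1.07 in the authors' deposited table, both lower in Met- cells. The paper's qRT-PCR in Fig. 5B, read by eye, also shows Ddit3 lower in Met- cells.

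The paper names the cell cycle among its enriched pathways, and the cell cycle list did not pass the threshold in limma camera (adjusted p = 0.156). These measures are unlike. The paper's KEGG result concerns its differentially expressed genes, while limma camera tests whether a list written by name shifted in a common direction. Enrichment of called genes in the list was not tested. The list passed with limma fry (adjusted p = 3.85e-04, 3.85e-04 to 0.296 over its alternatives), where 98.5% of 1000 random lists of its size and expression had a p as low, so that fry does not set it apart. It also passed against random lists by its median (percentile 99.8). Of the genes in Fig. 5F and 5G, 39 were not called here, 5 of them because a mean FPKM under 1 kept them out of the test. At least one other setting called 32 of the 39 genes. The 7 called in none were the 5 left out by the filter, which were not called without it either, and 2 tested genes, Atp6v0e2 and Fundc1. The settings that called some of the genes were a pseudocount of 0.1 (3 of them), median ratio scaling (24 of them), quantile normalization (19 of them), scaling to the same total (1 of them), the length and GC correction (1 of them), the replicate block with the length and GC correction (1 of them), the ratio of group means (4 of them), the fits that each left out one of the libraries except Met- replicate 1, and, chosen after seeing the values, quantile normalization with a pseudocount of 0.01 (23) and scaling to the same Actb value (27). Leaving out the fold change minimum also admits those of the genes that had an adjusted p of at most 0.05, which Atp6v0e2 and Fundc1 did not have.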

Other observations

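Apart from those of the 200 highest genes and of mitotic genes, the tests in this part, among them the use of quantile normalization and of the length and GC correction as tests, were chosen after the results they address were seen.

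With 3 libraries against 3, other groupings of the same libraries were fitted too. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes past the threshold as the real one, itself included, and 0 genes passed in any other, with 2 to 117 genes at an unadjusted p under 0.05 over all other splits and 8001 in the real one. The other 6 splits keep 2 of the 3 same-numbered pairs together, and 0 genes passed in them. A grouping that mixes Met+ and Met- libraries carries the real difference in its spread, which lowers its calls. For gene sets the contrast is weaker. Of the 4 splits, 1 gave as many sets past the threshold as the 12 of the real one, itself included, but the others gave up to 11. Over all 10 splits 3 gave at least as many, the real one included, with up to 14 in a split that mixes the groups. The number of gene sets past the camera threshold therefore does not set the real grouping apart, and 3 against 3 libraries cannot give a share under 0.1.

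The median FPKM was higher in Met- libraries. Scaling each library to the total of the genes outside the 200 highest left a median log2 fold change of 0.23, from 0.49. The bound set for a fall of the highest genes as the cause was a median within 0.1 of 0, which was not reached. That total holds the genes that rose, so the median falls under this scaling whatever the cause, and the test gives no share for the highest genes. A background added equally to every gene was not seen either, since the median rise in FPKM of genes in the middle of 5 equal groups by Met+ level (3.66) was 9.97 times that of genes in the lowest of them (0.37). Whether the cells or the libraries made the shift was not settled.

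Cytosolic ribosomal protein genes, at -1.17 relative to all tested genes, stood at -0.071 with quantile normalization and at -1.08 with the length and GC correction. Respiratory chain and ATP synthase genes, at -0.52, stood at -0.021 and -0.41. With median ratio scaling they stood at -1.24 and -0.59, and with scaling to the same total at -1.16 and -0.49, but a factor per library can move a median relative to all genes only little. The length and GC correction left most of each. Only quantile normalization, of these settings, took both near 0, and it also removes a real shared fall of highly expressed genes, so whether the fall of these sets is technical cannot be told here.

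The lists of DNA repair genes rose relative to all tested genes (Fanconi anemia 0.60, and 0.64 with the length and GC correction). G1/S replication genes outside those lists rose too (adjusted p = 4.53e-04 from limma camera), as did G2/M mitotic genes (adjusted p = 9.27e-04). The p53 targets did not pass as deposited (adjusted p = 0.145) and did with quantile normalization (adjusted p = 0.0383, 3.54e-05 to 0.2503 over its alternatives), so a p53 response is left open. The requirement that both settings give the same answer was set after this value was seen. The cell cycle list (adjusted p = 0.156) and the minichromosome maintenance genes (adjusted p = 0.0548) did not pass in limma camera as deposited. The rise of repair genes may go with a rise of part of the replication and cell division genes, as a hypothesis that these bulk values cannot set apart from a response to DNA damage. Replication-dependent histone genes, which are also tied to DNA synthesis, moved the other way.

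Heat shock and protein refolding genes stood at -1.26 relative to all tested genes, at -1.39 with the length and GC correction and at -0.57 with quantile normalization, with -1.33 under median ratio scaling and -1.22 under scaling to the same total. The size of the value thus depended on quantile normalization, and its direction was the same in these settings. Hypoxia response genes (adjusted p = 9.31e-07 from limma camera) and endoplasmic reticulum chaperones (adjusted p = 9.54e-05 from limma camera) were lower in Met- cells as well. Both sets were added after the values were seen. The chaperone set was not tested without genes it may share with the heat shock list, so it is not independent evidence. A wider stress in the Met+ cultures is a candidate explanation, and so is a response to methionine deprivation; no other condition was analysed here that could tell them apart.

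Met+ replicate 1 and Met- replicate 2 deviated from their groups together, with a correlation of 0.78 across genes, which are not independent replicates. The correlation fell by 0.038 after the length and GC correction, so the correction did not remove it, although the deviations of both correlated with transcript length (-0.37 and -0.37). No batch is named in the labels or the paper. With the libraries paired so as to put these together, the count of differentially expressed genes was 3227.

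The log2 fold changes of the authors' deposited table had a median of 0.023, where the FPKM columns give a positive shift. The mean absolute difference between the authors' deposited table and log2 fold changes at a pseudocount of 0.01 was 0.628 without normalization and 0.120 with quantile normalization, 0.190 of the former, which is consistent with a normalization of that kind before the authors' test. The log2 fold change of Chac1 in the authors' deposited table is 2.50, and that of Ddit3 in the authors' deposited table is -1.07.

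Actb, to which the qRT-PCR values were normalized, had an FPKM of 456 ± 18.2 in Met+ and 745 ± 35.0 in Met- cells (SD, n = 3), a log2 fold change of 0.71 (adjusted p = 2.51e-04 from limma), or 0.22 relative to all tested genes. With median ratio scaling the log2 fold change of Actb was 0.14 (adjusted p = 0.310 from limma, 1.05e-04 to 0.310 over its alternatives). After quantile normalization it was 0.95 (adjusted p = 1.25e-04 from limma), and in the authors' deposited table it is 1.11. The size of the rise of Actb, and whether it passes, thus depend on the scaling. With each library scaled to the same Actb value, chosen after seeing the data, the log2 fold change of Chac1 was 1.55 and that of Ddit3 -1.79. The Gpx4 primers of Table S1 match transcripts of 3 annotated genes, Gpx4, Gm63662 and Gpx4-ps2, with a product of 99 bases from each, while the other primer pairs match transcripts of a single gene. Methionine cycle and polyamine genes as a set did not pass the threshold (adjusted p = 0.350 from limma camera over the added sets), and neither did the mitochondrially encoded protein genes as deposited (adjusted p = 0.342), which did with quantile normalization, as higher (adjusted p = 0.00291).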
